# Auranofin prevents liver fibrosis by system *Xc*-mediated inhibition of NLRP3 inflammasome

**DOI:** 10.1038/s42003-021-02345-1

**Published:** 2021-06-30

**Authors:** Hyun Young Kim, Young Jae Choi, Sang Kyum Kim, Hyunsung Kim, Dae Won Jun, Kyungrok Yoon, Nayoun Kim, Jungwook Hwang, Young-Mi Kim, Sung Chul Lim, Keon Wook Kang

**Keywords:** Target identification, Liver fibrosis

## Abstract

Demand for a cure of liver fibrosis is rising with its increasing morbidity and mortality. Therefore, it is an urgent issue to investigate its therapeutic candidates. Liver fibrosis progresses following ‘multi-hit’ processes involving hepatic stellate cells, macrophages, and hepatocytes. The NOD-like receptor protein 3 (NLRP3) inflammasome is emerging as a therapeutic target in liver fibrosis. Previous studies showed that the anti-rheumatic agent auranofin inhibits the NLRP3 inflammasome; thus, this study evaluates the antifibrotic effect of auranofin in vivo and explores the underlying molecular mechanism. The antifibrotic effect of auranofin is assessed in thioacetamide- and carbon tetrachloride-induced liver fibrosis models. Moreover, hepatic stellate cell (HSC), bone marrow-derived macrophage (BMDM), kupffer cell, and hepatocyte are used to examine the underlying mechanism of auranofin. Auranofin potently inhibits activation of the NLRP3 inflammasome in BMDM and kupffer cell. It also reduces the migration of HSC. The underlying molecular mechanism was inhibition of cystine-glutamate antiporter, system *Xc*. Auranofin inhibits system *Xc* activity and instantly induced oxidative burst, which mediated inhibition of the NLRP3 inflammasome in macrophages and HSCs. Therefore, to the best of our knowledge, we propose the use of auranofin as an anti-liver fibrotic agent.

## Abstract (web summary)

Using mouse models of liver fibrosis, Kim et al examined the mechanisms underlying the antifibrotic inhibition of the NLRP3 inflammasome by auranofin. They demonstrated that auranofin-induced inhibition of the NLRP3 inflammasome in bone marrow-derived macrophages and kupffer cells was mediated via inhibition of the cystine-glutamate antiporter, system Xc, which advances our understanding of the mechanism by which auranofin exerts its therapeutic effects.

## Introduction

Chronic liver injury resulting from non-alcoholic fatty liver disease or alcoholic hepatitis ultimately leads to liver fibrosis^1,2^. The demand for a cure is rising with the increased morbidity and mortality of liver fibrosis. However, the US Food and Drug Administration has not approved any drug as a first-line therapeutic option for liver fibrosis^3,4^. Therefore, therapeutic drug candidates are needed. Hepatic fibrosis progresses through a “multi-hit” process involving death of hepatocytes, cytokine secretion from macrophages, and activation of hepatic stellate cells (HSCs)^5^. Despite growing research interest, little is known regarding the potential therapeutic target(s) that control the “multi-hit” process.

Researchers have suggested that blocking the NOD-like receptor protein 3 (NLRP3) inflammasome attenuates the “multi-hit” process^6–8^. The NLRP3 inflammasome has been identified as an essential trigger for liver inflammation in patients with non-alcoholic fatty liver disease and liver fibrosis. The NLRP3 inflammasome is a multiprotein complex that recruits the ASC adapter protein and procaspase-1 in response to noxious signals (pathogen-associated molecular patterns and death-associated molecular patterns). Activation of the NLRP3 inflammasome is controlled by a two-step process^9^. First, pathogen-associated molecular patterns induce nuclear factor-κB-dependent synthesis of NLRP3 and pro-interleukin (pro-IL-)1β after activation of Toll-like receptors. Second, danger signals (e.g., extracellular ATP or uric acid crystals) drive assembly of the inflammasome, which activates caspase-1. Activated caspase-1 catalyses IL-1β processing and induces pyroptotic cell death with gasdermin cleavage. Previous studies have shown that the NLRP3 inflammasome is critical for the progression of fibrosis by means of macrophage and HSC regulation^6,8,10,11^. Notably, Mridha et al.^12^ identified MCC950, a specific NLRP3 inhibitor, as a potential therapeutic candidate to attenuate severe liver fibrosis.

Auranofin has been clinically used as an anti-rheumatic agent since 1985. We have reported that auranofin suppresses the differentiation of osteoclasts by potently inhibiting the NLRP3 inflammasome^13^. Based on the notion that the NLRP3 inflammasome plays a key role in liver fibrogenesis, the potential for clinical use of auranofin to treat liver fibrosis was assessed in two experimental liver fibrosis models. Moreover, we elucidated the molecular mechanism underlying the effects of auranofin on the NLRP3 inflammasome. The *Xc* antiporter system is important for cellular redox homeostasis by means of cysteine uptake regulation. Here, we show that auranofin inhibited the NLRP3 inflammasome by blocking the *Xc* antiporter system.

## Results

### Auranofin inhibits liver fibrogenesis

To determine whether auranofin inhibits liver fibrosis, Balb/c mice were intraperitoneally injected with thioacetamide (100 mg/kg) for 8 weeks, twice per week. Concurrently, the mice were orally administered vehicle or auranofin (1, 3, and 10 mg/kg) five times per week. Histological examinations revealed a reduction in the liver fibrotic area and fibrosis score of auranofin-administered mice (Fig. 1a, b). Liver weight relative to body weight increased by the injection of thioacetamide was alleviated by administration of auranofin (Fig. 1c). Quantification of profibrotic markers in fibrotic liver tissues demonstrated similar results. Hepatic protein expression levels of α smooth muscle actin (αSMA) decreased in a dose-dependent manner (Fig. 1d). Hepatic mRNA expression levels of *Acta2, Col1a1*, and *Timp1* (Fig. 1e) decreased in the auranofin-administered group. Moreover, administration of auranofin significantly abrogated the increase of serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels in thioacetamide-injected mice (Fig. 1f).

**Fig. 1:**
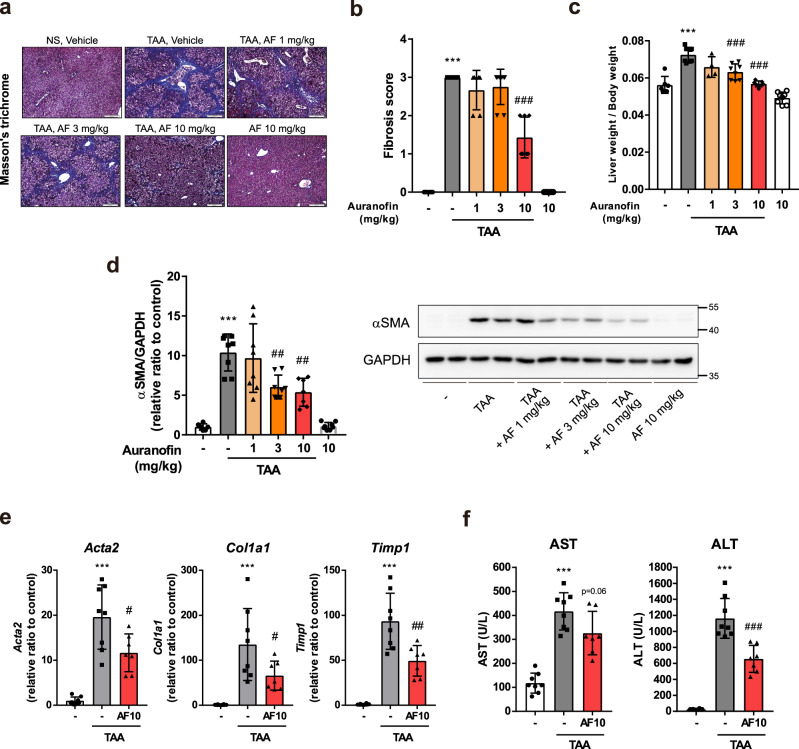
Auranofin inhibits thioacetamide-induced liver fibrosis. **a** Representative Masson’s Trichrome stained liver sections demonstrating collagen deposition in thioacetamide (TAA) injected mice. NS; normal saline, AF; auranofin. **b** Fibrosis score assessed by liver pathologist in a blind manner. **c** Elevation of relative liver weight was decreased by the administration of auranofin. Data are presented as mean ± SD; *n* = 6 mice for control group, *n* = 7 mice for TAA + auranofin 10 mg/kg administered group and *n* = 8 mice for the rest of the groups. **d** Quantification of αSMA by western blot analysis and **e** *Acta2*, *Col1a1*, and *Timp1* by qPCR. **f** Serum AST and ALT levels. Data are presented as mean ± SD; *n* = 8 mice for control group and TAA-administered group, *n* = 7 mice for TAA + auranofin 10 mg/kg administered group. ***p < 0.001, versus control group; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, versus TAA group by one-way ANOVA followed by Tuckey’s test.

Another common method to induce experimental liver fibrosis in mice involves periodic exposure to carbon tetrachloride (CCl_4_)^14^. C57BL6J mice were intraperitoneally injected with 0.5 ml/kg carbon tetrachloride for 3 weeks, twice per week. Auranofin (1, 3, or 10 mg/kg) was also orally administered to these mice, five times per week. Mice injected with carbon tetrachloride showed enhanced hepatic collagen deposition, as determined by Masson’s trichrome staining. Collagen deposition and collagen I protein levels in liver tissues decreased in response to auranofin. Moreover, expression of αSMA, a representative HSC activation marker, was also diminished in the auranofin-treated group (Supplementary Fig. 1). These results suggest that auranofin suppresses liver fibrosis in experimental animal models.

### Auranofin inhibits NLRP3 inflammasome-mediated IL-1β secretion in BMDM and kupffer cell

Kupffer cells or infiltrating macrophages play a major role in the pathogenesis of chronic liver diseases^15^. Thus, we first studied the effects of auranofin on the inflammatory response of BMDM (Fig. 2a and Supplementary Fig. 2). Auranofin reduced the inflammatory responses (NOS2 and COX2 expression) induced by lipopolysaccharide (LPS) at a very low concentration (0.03 µM). The NLRP3 inflammasome has been identified as a trigger for liver fibrosis in patients with non-alcoholic fatty liver disease^7^. Hence, we hypothesized that inhibition of inflammasome activation would contribute to the anti-inflammatory effect of auranofin. Protein expression of inflammasome components (e.g. NLRP3, ASC, procaspase-1, mature IL-1β, and caspase-1 (p20)) was enhanced in thioacetamide-induced fibrotic liver tissue lysates, whereas auranofin reduced the protein level of mature IL-1β and caspase-1 (p20), markers of inflammasome activation (Fig. 2b). To elucidate the effect of auranofin on activation of the NLRP3 inflammasome in BMDM, we investigated the effect of auranofin on activation of caspase-1 and release of IL-1β. Exposure of LPS-primed BMDM to 1 mM ATP sharply increased IL-1β secretion; auranofin (0.01–0.3 µM) cotreatment with ATP suppressed IL-1β secretion in a concentration-dependent manner (Fig. 2c). Western blot analysis confirmed that auranofin (0.03 µM) potently reduced the amounts of caspase-1 (p20) and mature IL-1β in culture media of BMDM exposed to LPS and ATP (Fig. 2d). The formation of NLRP3-dependent ASC oligomers is a key event during activation of the NLRP3 inflammasome. Immunocytochemistry analysis revealed that fewer specks were assembled in BMDM treated with 0.1 µM auranofin (Supplementary Fig. 2).

**Fig. 2:**
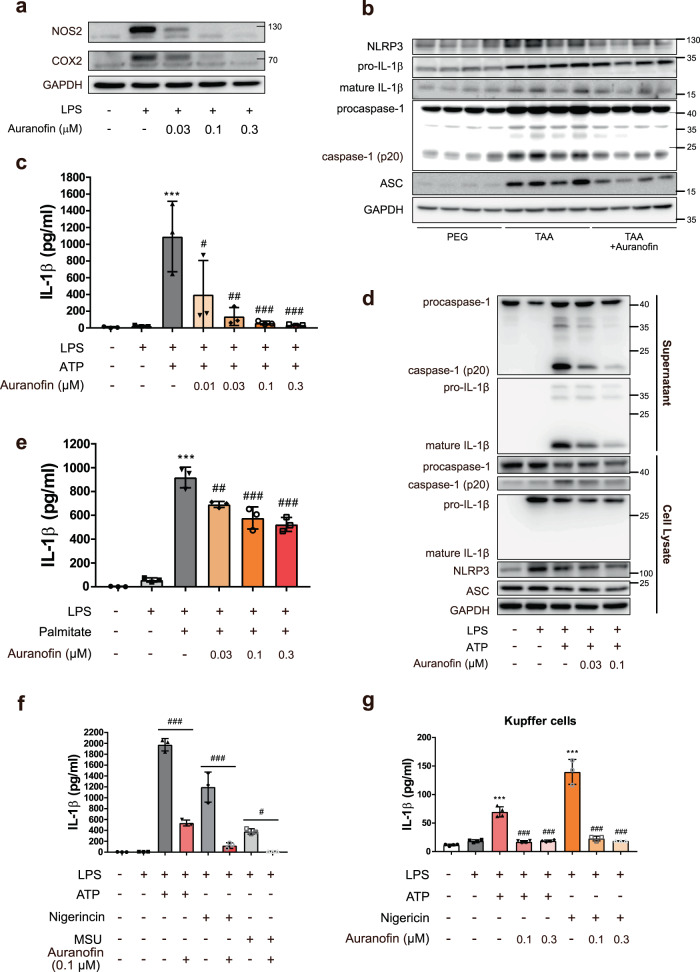
Auranofin inhibits NLRP3 inflammasome-mediated IL-1β release. **a** Auranofin inhibited LPS induced inflammation in BMDM. **b** Western blot analysis of NLRP3, pro-IL-1β, mature IL-1β, procaspase-1 and ASC in liver lysates. **c**, **d** Effects of auranofin on ATP triggered IL-1β release in LPS-primed bone marrow-derived macrophage (BMDM), *n* = 3. BMDMs were primed with LPS (100 ng/ml) for 4 h, followed by exposure to ATP (1 mM) and auranofin for 1 h. **e** Effect of auranofin on palmitate (400 µM) triggered IL-1β release in LPS-primed BMDM, *n* = 3. **f** Effects of auranofin on nigericin (2 µM) or 200 µg/ml monosodium urate (MSU) triggered IL-1β release in LPS-primed BMDM, *n* = 3. **h** Effects of auranofin on ATP (1 mM) or nigericin (2 µM) triggered IL-1β release in kupffer cells, *n* = 3 or 4. Data are presented as mean ± SD (**c**, **e**, **f**, and **g**), analyzed by one-way ANOVA followed by Tuckey’s test; ***p < 0.001, compared to control; #*p* < 0.05, ##*p* < 0.01, and ###*p* < 0.001 compared to NLRP3 inflammasome-induced group.

Modified LDL and circulating free fatty acids (FFAs) are endogenous mediators that have been found to activate the NLRP3 inflammasome^16^. In an attempt to evaluate the effect of auranofin on NLRP3 inflammasome-activated by FFAs, LPS-primed BMDMs were incubated with palmitic acid and auranofin for 20 h. Auranofin indeed inhibited LPS/palmitic acid-induced IL-1β secretion (Fig. 2e). Furthermore, mature IL-1β secretion, which is stimulated by other NLRP3 agonists (e.g. nigericin and monosodium urate crystal) was inhibited by 0.1 µM auranofin in BMDM (Fig. 2f and Supplementary Fig. 2). In contrast, a low concentration of auranofin (0.03 µM) did not suppress the activation of NLRC4, which was induced by flagellin treatment (Supplementary Fig. 2). 0.1 µM auranofin marginally inhibited the activation of AIM2 inflammasome in poly(dA:dT) transfected BMDMs (Supplementary Fig. 2). Additionally, auranofin slightly inhibited secretion of tumor necrosis factor-α, an inflammatory cytokine for which secretion is not dependent on NLRP3 inflammasome activation (Supplementary Fig. 2). Addition of auranofin to LPS-primed kupffer cells produced similar results, albeit the magnitude of IL-1β release was less. Auranofin potently suppressed ATP- or nigericin-induced IL-1β release in LPS-primed kupffer cells (Fig. 2g).

### Auranofin inhibits pyroptosis and induces apoptosis in macrophages

Pyroptosis is cell death characterized by membrane rupture and the release of proinflammatory intracellular contents, and spontaneous activation of the NLRP3 inflammasome results in pyroptosis^17^. Cleavage of gasdermin D (GSDMD) is an executor of pyroptosis. N-terminal fragment of GSDMD (GSDMD-N) generated by caspase-1 forms membrane pores and releases intracellular contents, including high-mobility group box 1 (HMGB1)^18^. In LPS-primed BMDM, exposure to ATP for 16 h evoked a ruptured cell morphology, whereas auranofin-cotreated BMDMs showed a shrunken morphology (Fig. 3a). The sustained activation of the NLRP3 inflammasome by ATP induced pyroptosis, increasing GSDMD-N, caspase-1 (p20) and secretion of HMGB1 in LPS-primed BMDMs (Fig. 3b). Auranofin reduced the levels of caspase-1 (p20) and GSDMD-N, as well as the secreted form of HMGB1 (Fig. 3b). These results suggest that auranofin prevents the inflammatory death of macrophages residing in the liver and ultimately curbs the progression of liver fibrosis. However, the viability of BMDM significantly decreased in response to a relatively high concentration (1 µM) of auranofin (Fig. 3c). Western blot analysis demonstrated that auranofin enhanced the cleaved caspase-3 protein level (Fig. 3d); the apoptosis-inducing effect of auranofin in macrophages was further confirmed by flow cytometry and caspase 3/7 activity assays (Fig. 3e, f). The data show that auranofin altered the macrophage death pathway from caspase-1-mediated pyroptosis to caspase-3-mediated apoptosis.

**Fig. 3:**
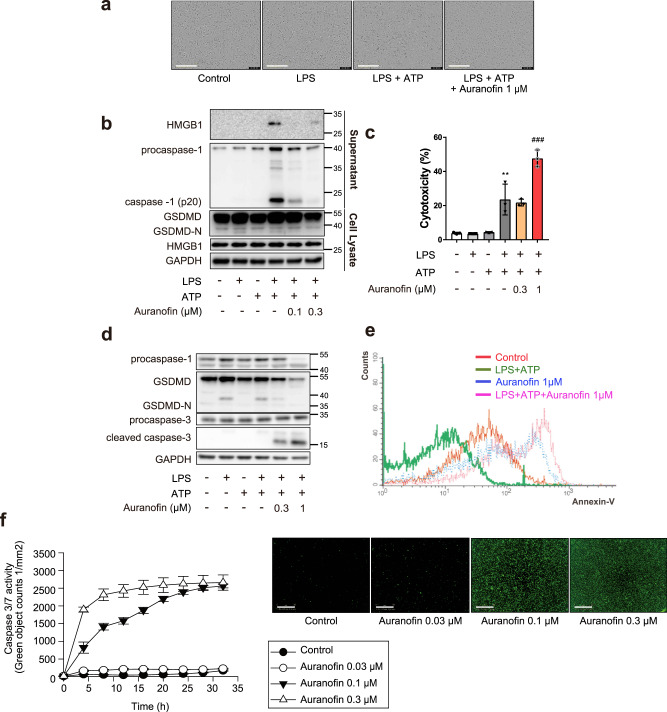
Auranofin inhibits pyroptosis and induces apoptosis in macrophages. BMDMs were primed with LPS (100 ng/ml) for 4 h, followed by exposure to ATP (1 mM) and auranofin for 16 h. **a** Representative picture of LPS-primed BMDM treated with ATP (1 mM) and auranofin (1 µM). Scale bar = 200 µm. **b** Secretion of HMGB1 was determined by immunoblot analysis of supernatants. GSDMD-N was measured in cell lysates. **c** LDH assay was performed to evaluate cytotoxicity of auranofin on inflammasome-activated BMDM, *n* = 3. Data are presented as mean ± SD, analyzed by one-way ANOVA followed by Tuckey’s test; **p < 0.01, compared to control; ^###^*p* < 0.001, compared to LPS, ATP-treated group. **d** Cleavage of caspase-3 and GSDMD-N were measured in cell lysates of BMDM primed with LPS followed by exposure of ATP (1 mM) and auranofin. **e** Annexin-V staining in the auranofin-treated BMDM. **f** Auranofin-treated BMDMs were stained using Incucyte® caspase3/7 green reagent and detected using Incucyte® ZOOM, *n* = 5. Data are presented as mean ± SEM. Scale bar = 300 µm.

### Auranofin inhibits migration of HSCs

HSCs are another key player in the progression of liver fibrosis. In chronic liver disease, HSCs are activated and acquire the collagen-producing myofibroblast phenotype, which contributes to liver fibrogenesis^19^. HSCs in liver tissues from thioacetamide-treated fibrotic mice could be stained with αSMA (activated HSCs) and desmin (total HSCs). Notably, the number of HSCs in the fibrotic liver was diminished in the auranofin-treated group (Fig. 4a). Hence, we investigated the effects of auranofin on activation and migration of primary mouse HSC. Quiescent HSC isolated from the liver became activated after they had been cultured with serum on an uncoated plastic plate; this activation was demonstrated by the enhancement of αSMA expression (Supplementary Fig. 3). However, primary HSCs cultured in media containing 0.03 µM auranofin for 7 days did not show any changes in mRNA levels of profibrotic markers (Fig. 4b). Moreover, auranofin did not reduce transforming growth factor-β-induced phosphorylation of smad2/3, which stimulates transcription of profibrotic genes (Fig. 4c).

**Fig. 4:**
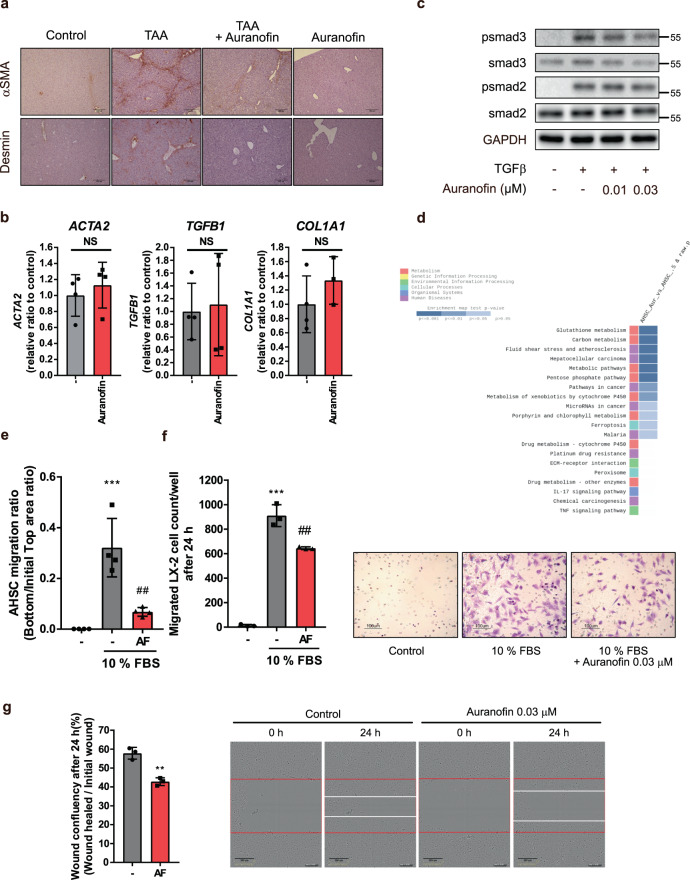
Auranofin inhibits migratory ability of activated HSCs. **a** αSMA and desmin stained liver sections showing distribution of hepatic stellate cells in TAA injected mice. Scale bar = 200 µm. **b** Isolated primary mouse HSCs were cultured on uncoated plastic plates in the presence of serum and auranofin (0.03 µM) containing media. HSCs activation markers including *ACTA2, TGFB1*, and *COL1A1* were evaluated after incubation for 7 day, *n* = 4. NS; not significant. **c** Smad2/3 phosphorylation following treatment of TGFβ1 (5 ng/ml) and auranofin for 1 h. **d** KEGG pathways analysis based on gene enrichment database. RNA samples for RNA sequencing were isolated from primary HSCs exposed to vehicle or 0.03 µM auranofin for 12 h were used. **e** Migration of HSCs was measured by Incucyte® chemotaxis assay, *n* = 4. **f** Migration of LX-2 measured by transwell assay. Migrated LX-2 cells were stained with 0.1% crystal violet and counted per well, *n* = 3. Data are presented as mean ± SD (**c**, **e**, and **f**), analyzed by one-way ANOVA followed by Tuckey’s test; ***p < 0.001, compared to control; ^##^*p* < 0.01 compared to chemoattractant (10% FBS) added group. Scale bar = 100 µm. AF; auranofin 0.03 µM. **g** Effect of auranofin on wound healing of LX-2 cells. Scratch closure changes were measured after creating wounds on cells using 96-well ImageLock plate and incubation with auranofin-containing media, *n* = 3. Scale bar = 300 µm. Data are presented as mean ± SD, analyzed by unpaired student’s *t*-test. AF; auranofin 0.03 µM, **p < 0.01 compared to healed wound confluency of control.

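RNA was sequenced from primary mouse HSCs, the collagen-producing cells of the liver, exposed to vehicle or to 0.03 µM auranofin, a gold compound, for 12 h. Each group had 2 libraries, made with a stranded mRNA kit. The authors deposited 1 table for this cell type with an FPKM value per gene and library, that is, the fragments of each gene scaled to its transcript length and to the library's size. The table uses the mouse genome build mm10 with RefSeq transcripts and lists 18645 genes by symbol and NCBI gene identifier. The paper's text names no aligner, quantification program or test for these data, and its statistics section describes the tests of the whole paper in general. The table gives no read counts. In genes with 1 transcript, however, values under 0.2 FPKM lie on steps of 1 fragment, and with transcript lengths from the GENCODE M21 annotation these steps give each library's depth. The estimated depths were 31500000 and 33000000 fragments in the vehicle libraries and 29800000 and 39400000 fragments in the auranofin libraries. At these depths, 1 FPKM on a transcript of 1 kb stands for between 29.8 and 39.4 fragments.
The values were kept as deposited and analysed as log2(FPKM + 1) in limma with a variance trend (eBayes), over the 12149 genes with a mean of at least 1 FPKM. Fold changes are on this scale, which understates the change of genes with low values. The thresholds printed in Fig. 4d, a fold change of at least 1.5 and an unadjusted p under 0.05, were passed by 70 genes, 52 higher and 18 lower with auranofin. With a fold change of at least 2, 17 genes passed. In each of the 70 genes, both auranofin libraries lay beyond both vehicle libraries, which the thresholds themselves favour. This separation was seen in 50.1% of all genes tested, where chance alone gives 33.3%. Regrouping the 4 libraries in the other possible ways gave 18 and 24 genes past the same thresholds. Without regard to fold change, limma with Benjamini-Hochberg adjustment put 283 genes under an adjusted p of 0.05, 151 higher and 132 lower. That number was 0 when each gene's own variance was used without moderation, although 1585 genes then had an unadjusted p under 0.05. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333.
The 5 largest rises past the thresholds ran from a log2 fold change of 1.46 in Nqo1 to 1.84 in Treml4, with Hmox1, Gclm and Clec4n between them. The 5 largest falls were those of Dag1, Clk2-scamp3, Ccl12, Elf2 and Snord95. Clk2-scamp3 is a readthrough gene that shares its sequence with the neighbouring genes Clk2 and Scamp3, so its value is uncertain. The vehicle libraries held macrophage transcripts beside those of HSCs, so a change given for HSCs is one of this mixed culture. The macrophage gene Lyz2, chosen after its values were seen, had 5536 ± 24.3 FPKM (SD, n = 2), beside 960.5 ± 6.49 FPKM for Acta2 and 1038 ± 52.2 FPKM for Col1a1.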

Extracellular matrix receptor interaction was a key feature differentially altered in auranofin-treated HSCs, as determined by KEGG analysis of RNA sequencing results in primary HSCs exposed to vehicle or 0.03 µM auranofin (Fig. 4d). 

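KEGG's own gene list was not used here. The pathway was represented by a list of 86 matrix proteins and matrix receptors, written by hand after the pathway's scope, of which 52 were among the genes tested. Of the genes past the thresholds of Fig. 4d, 2 were members of this list, Dag1 and Thbs1, and both were lower with auranofin. The one-sided p from Fisher's exact test, with all genes tested as the background, was 0.0361, and 0.0631 after Benjamini-Hochberg adjustment over the 7 pathway lists tested. With the corresponding Reactome list, Fisher's exact p was 0.100.
Dag1 encodes dystroglycan and lies on chromosome 9 of mm10 from 108204861 to 108263977. Its level was 68.5 ± 2.99 FPKM (SD, n = 2) with vehicle and 16.4 ± 1.46 FPKM (SD, n = 2) with auranofin. This gave a log2 fold change of -1.999 (standard error 0.07, adjusted p = 0.00132 from limma with Benjamini-Hochberg adjustment). Thbs1 encodes thrombospondin and lies on chromosome 2 from 118111876 to 118127133. It went from 299 ± 11.5 FPKM (SD, n = 2) to 192 ± 7.45 FPKM (SD, n = 2), a log2 fold change of -0.63 (standard error 0.04, adjusted p = 0.00445 from limma with Benjamini-Hochberg adjustment). Both differences were larger than the spread between replicates. Dag1 is assigned 7 RefSeq transcripts and Thbs1 2. Values of some genes with several transcripts jumped between libraries of 1 condition. For Dag1 and Thbs1, such a jump and an effect of auranofin cannot be told apart.
The list as a whole was lower by a small amount. Its median log2 fold change was -0.12, and 44 of the 52 genes were lower. Against the vehicle mean, the median was -0.16 in auranofin replicate 1 and -0.09 in replicate 2, where the vehicle libraries lay 0.02 either side of it. The p for a shift of the list was 4.90e-09 from camera with a preset correlation of 0.01 and 0.0233 from fry. By limma with Benjamini-Hochberg adjustment over all genes, 3 members were lower and 1 was higher at an adjusted p under 0.05. Adjusted over the list alone, 13 were lower and 2 higher. From the pathway analysis, the paper reasons that HSCs need an interaction with the matrix to anchor, and goes on to their migratory ability.

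**Figure D1:**
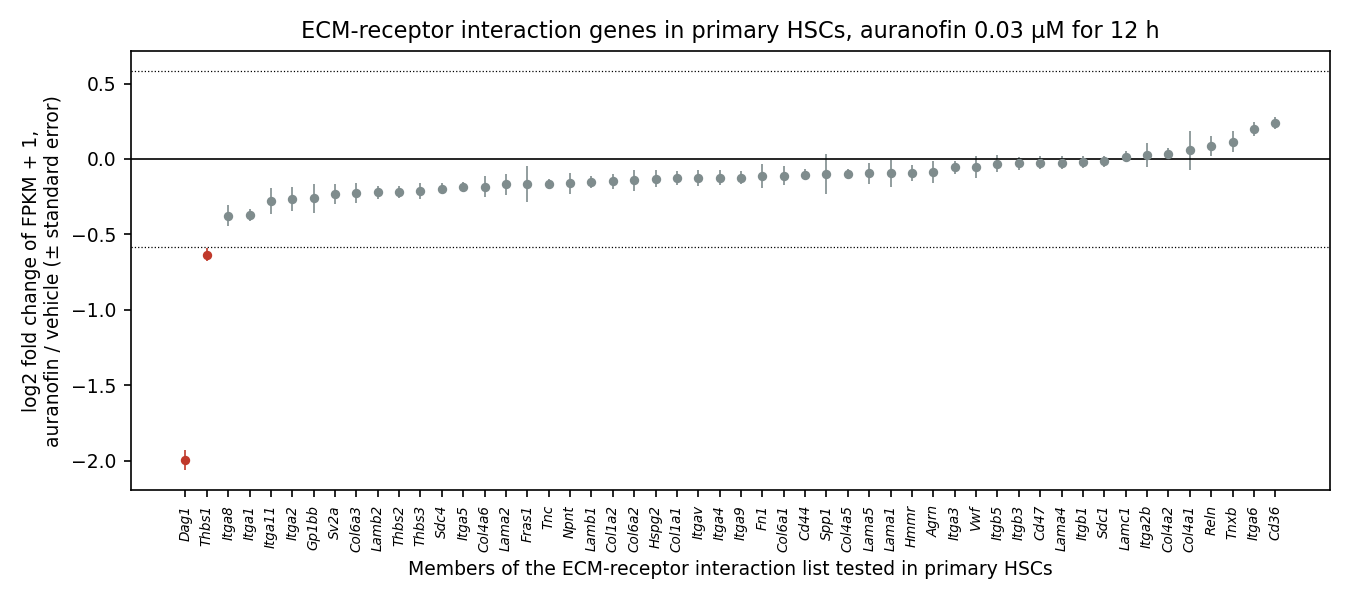
Log2 fold change of FPKM + 1, auranofin over vehicle, of each tested member of the ECM-receptor interaction list in primary HSCs. Points are limma's estimates from 2 libraries per group, bars are ± 1 standard error, and dotted lines mark 1.5-fold. Of the 52 genes, 44 lie below 0, and Dag1 and Thbs1 (red) pass the thresholds.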

As a cell–matrix interaction is necessary to anchor HSCs, we checked the effect of auranofin on the migratory ability of HSCs. HSCs acquire migratory ability to spread throughout the perisinusoidal space and then perpetuate to the fibrotic stage. Auranofin potently inhibited the migratory ability of activated HSC (Fig. 4e). Consistent with this finding, the inhibitory effect of auranofin on HSC migration was confirmed in the LX-2 human stellate cell line by IncuCyte® chemotaxis, transwell, and wound healing assays (Fig. 4f, g and Supplementary Fig. 3). These data indicate that auranofin prevents liver fibrosis by inhibiting the migration of HSCs.

It has been recently reported that secreted HMGB1 is involved in HSC migration^20^. We assumed that a reduction of HMGB1 secretion, following inhibition of the NLRP3 inflammasome by auranofin, would hinder HSC migration. Similar to macrophages, NLRP3 inflammasome activity triggered by LPS and ATP was significantly alleviated by auranofin in activated HSCs (Supplementary Fig. 3). These data suggest that the inhibitory effect of auranofin on the NLRP3 inflammasome contributes to reduced HSC migration.

### Auranofin depletes glutathione (GSH) and induces oxidative burst, a key factor in the inhibition of IL-1β secretion by macrophages

We investigated the potential mechanism by which auranofin suppresses NLRP3 activation in macrophages. When we assessed the differentially expressed genes in BMDM exposed to vehicle or auranofin for 1 h, we detected glutathione peroxidase 1 (Gpx1), a representative GSH-related antioxidant gene (Fig. 5a). 

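BMDM, macrophages grown from bone marrow, received LPS at 100 ng/ml and, to activate the NLRP3 inflammasome, ATP at 1 mM, with vehicle or auranofin for 1 h. The legend of Fig. 5a gives the auranofin dose as 0.3 µM, and the sample labels give it as 0.1 µM. Each group had 2 libraries, and the authors deposited their FPKM values in a table separate from that of the HSCs. It lists 17408 genes, 588 of them at 0 in every library. From the steps of 1 fragment in low values, the estimated depths were 29800000 and 27500000 fragments in the vehicle libraries and 34900000 and 34500000 fragments in the auranofin libraries. The values were processed as for the HSCs, in a fit of their own over 9232 genes.
The thresholds of Fig. 5a, at least 1.5-fold and an unadjusted p under 0.05, were passed by 14 genes, 8 higher and 6 lower with auranofin. At 2-fold or more, 7 genes passed. The auranofin libraries lay beyond the vehicle libraries in all 14, which the thresholds favour, and in 38.8% of the genes tested. The other possible groupings of the 4 libraries gave 21 and 26 genes. By limma with Benjamini-Hochberg adjustment, 1 gene had an adjusted p under 0.05, where the other groupings gave 0 and 2, and 49 genes had an unadjusted p under 0.05. The 2 auranofin libraries were unlike each other. Of 4245 genes with a mean of at least 10 FPKM, 383 differed at least 2-fold between them, where 14 differed between the vehicle libraries. Auranofin replicate 1 differed at least 2-fold from the vehicle libraries in 368 and 377 of these genes, and auranofin replicate 2 in 15 and 12.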

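Gpx1 (NCBI gene 14775) lies on chromosome 9 of mm10 from 108339080 to 108340342, and the table assigns it 3 RefSeq transcripts. In the LPS/ATP-treated BMDM it had 133 and 124 FPKM with vehicle and 42.1 and 32.6 FPKM with auranofin. The means were 129 ± 6.98 FPKM (SD, n = 2) and 37.3 ± 6.68 FPKM (SD, n = 2). The log2 fold change was -1.77 (standard error 0.17, adjusted p = 0.721 from limma with Benjamini-Hochberg adjustment). The unadjusted p from limma was 0.000441, which together with the fold change places Gpx1 past the thresholds of Fig. 5a. Both auranofin libraries, which differed from each other in many other genes, lay below both vehicle libraries by more than the spread within either group. An exact permutation test gave a two-sided p of 0.333, the smallest that 2 libraries against 2 allow. Among the HSC libraries, normalized separately, Gpx1 also differed within a group. It had 39.6 and 38.5 FPKM with vehicle and 31.8 and 121 FPKM with auranofin, so that the HSC auranofin replicates differed by a factor of 3.82. The factor between the BMDM group means was 3.44. Since Gpx1 acts in GSH-dependent reduction, the paper turns from this gene to the GSH levels of BMDM.

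**Figure D2:**
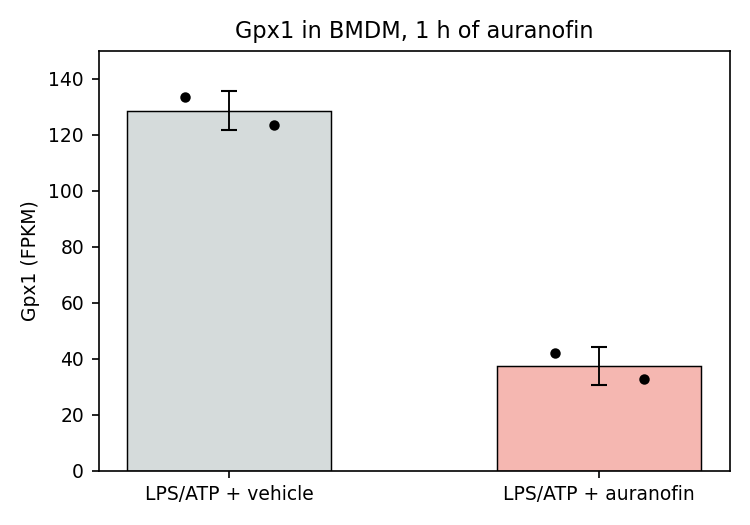
Gpx1 in LPS/ATP-treated BMDM after 1 h, in FPKM. Points are the 2 libraries of each group, bars their mean, and error bars ± SD. The vehicle libraries lie at 133 and 124 FPKM and the auranofin libraries at 42.1 and 32.6 FPKM.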

Gpx1 is an enzyme that protects cells against oxidative stress by catalyzing GSH-dependent reduction; thus, we determined intracellular GSH levels in BMDM. Unexpectedly, exposure to auranofin for 1 h depleted GSH in BMDM (Fig. 5b).

**Fig. 5:**
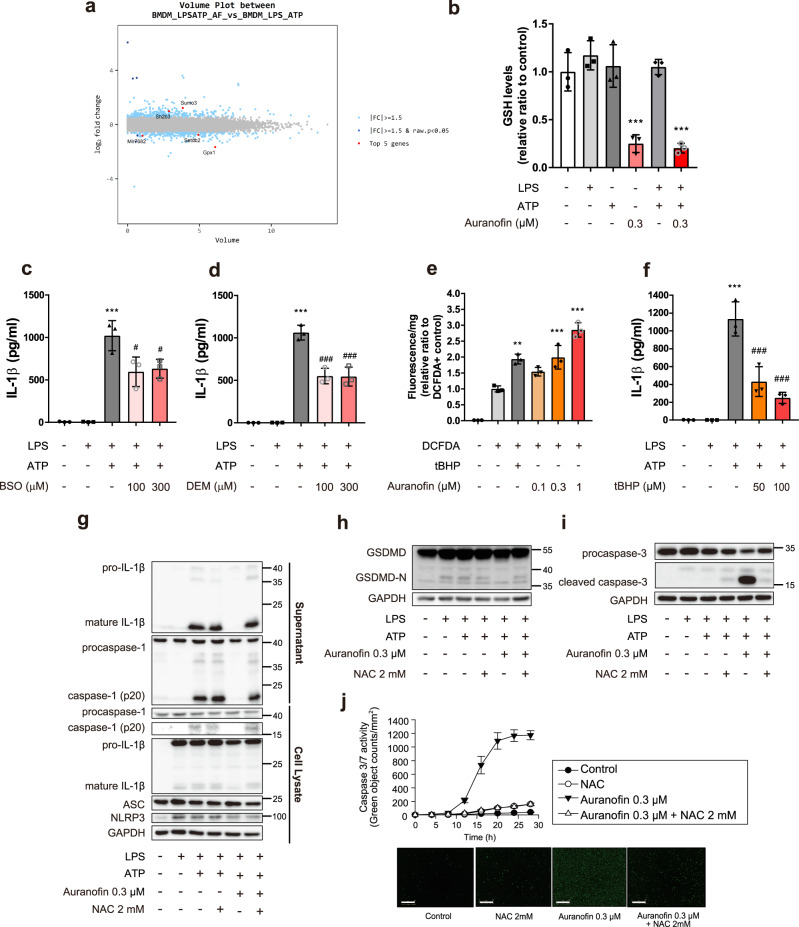
Inflammasome inhibition effects of auranofin were mediated by ROS bursts. **a** Volume plot between LPS/ATP-treated BMDM and LPS/ATP-treated BMDM with 0.3 µM auranofin. **b** Intracellular GSH levels in BMDM treated with LPS (100 ng/ml), ATP (1 mM) and auranofin (0.3 µM), *n* = 3; ***p < 0.001 compared to control. **c**, **d** Effects of GSH depleting agents on ATP triggered IL-1β release in LPS-primed BMDM. **c** BMDMs were treated with BSO (100 µM) and LPS (100 ng/ml) for 4 h, followed by exposure to ATP (1 mM) for 1 h, *n* = 3. **d** BMDMs were primed with LPS for 4 h, followed by exposure to ATP and DEM (300 µM) for 1 h, *n* = 3. **e** Intracellular ROS levels were measured by green fluorescence of DCFDA-positive BMDM, *n* = 3; **p < 0.01 and ***p < 0.001, compared to DCFDA-positive group. **f** Effects of tBHP on ATP triggered IL-1β release of LPS-primed BMDM, *n* = 3; Data are presented as mean ± SD (**c**, **d**, and **f**), analyzed by one-way ANOVA followed by Tuckey’s test. ***p < 0.001 compared to control; ^#^*p* < 0.05 and ^###^*p* < 0.001, compared to NLRP3 inflammasome-induced group. **g** ATP triggered IL-1β release by NLRP3 inflammasome was determined by western blot analysis in LPS-primed BMDM after cotreatment of NAC with auranofin. **h**, **i** BMDMs were primed with LPS (100 ng/ml) for 4 h, followed by exposure to ATP (1 mM), NAC (2 mM) and auranofin for 16 h. GSDMD-N and cleaved caspase-3 were measured using western blot analysis. **j** BMDM treated with 0.3 µM auranofin and 2 mM NAC. Apoptotic cells were counted using green fluorescence of Incucyte® caspase3/7 reagent. Data are presented as mean ± SEM, *n* = 4. Scale bar = 300 µm.

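Besides Gpx1, the volume plot labels Sumo3, Sh2b3, Setdb2 and a microRNA gene. The microRNA's label is partly covered by points and was read as Mir7682, after the values were seen, since the other possible reading, Mir7082, was not lower with auranofin. Sumo3 (NCBI gene 20610, chromosome 10 of mm10 from 77606097 to 77618331) rose from 6.86 ± 0.321 FPKM (SD, n = 2) to 20.0 ± 1.83 FPKM (SD, n = 2) with auranofin. Its log2 fold change was 1.41 (standard error 0.13, adjusted p = 0.721 from limma with Benjamini-Hochberg adjustment). In the HSC table it differed within a group, with 58.4 and 20.4 FPKM in the auranofin libraries. Sh2b3 (NCBI gene 16923, chromosome 5 from 121815481 to 121837645) rose from 3.20 ± 0.199 FPKM (SD, n = 2) to 8.47 ± 1.83 FPKM (SD, n = 2). Its log2 fold change was 1.16, with a standard error of 0.18. Setdb2 (NCBI gene 239122, chromosome 14 from 59402009 to 59440880) had 36.4 ± 1.65 FPKM (SD, n = 2) with vehicle and 20.7 ± 0.178 FPKM (SD, n = 2) with auranofin. The log2 fold change of Setdb2 was -0.79, with a standard error of 0.11. Sh2b3 and Setdb2 had the same adjusted p as Sumo3. Mir7682 (NCBI gene 102466847, chromosome 1 from 151442393 to 151442450) had a mean of 1.24 FPKM with vehicle and 0.472 FPKM with auranofin, below the minimum set for a test. Without that minimum, its log2 fold change was -0.60, with an unadjusted p of 0.00536 from limma.
The 5 largest rises past the thresholds were those of Gm12070, Mir8114, Eno1b, Lcn5 and Sumo3. Gm12070, a transcribed pseudogene, was listed at 0 in both vehicle libraries and had 75.3 and 56.5 FPKM with auranofin. It was the gene with an adjusted p under 0.05 (0.0430 from limma with Benjamini-Hochberg adjustment). The microRNA gene Mir8114 overlaps the 5′ end of the gene Glul, Eno1b is a near copy of Eno1, and Lcn5 was listed at 0 in 1 vehicle library. The largest falls were those of Gpx1, G3bp2, Gvin1, Setdb2 and Wdr37, with log2 fold changes of -0.98 for G3bp2, -0.85 for Gvin1 and -0.69 for Wdr37. Values of pseudogenes, near copies and overlapping genes are uncertain, since the quantification could have divided their fragments among several genes. Of the 14 genes, 12 were also tested in HSCs. Among these, Eno1b, G3bp2, Gpx1, Mir8114 and Sumo3 differed at least 1.5-fold between HSC libraries of the same condition, as did 119 of the 8963 genes tested in both cell types. Sh2b3 did not, and it also passed the thresholds in HSCs, with 8.81 and 10.4 FPKM in the vehicle libraries and 22.7 and 23.0 FPKM in the auranofin libraries. Its log2 fold change there was 1.17 (adjusted p = 0.00387 from limma with Benjamini-Hochberg adjustment).

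**Figure D3:**
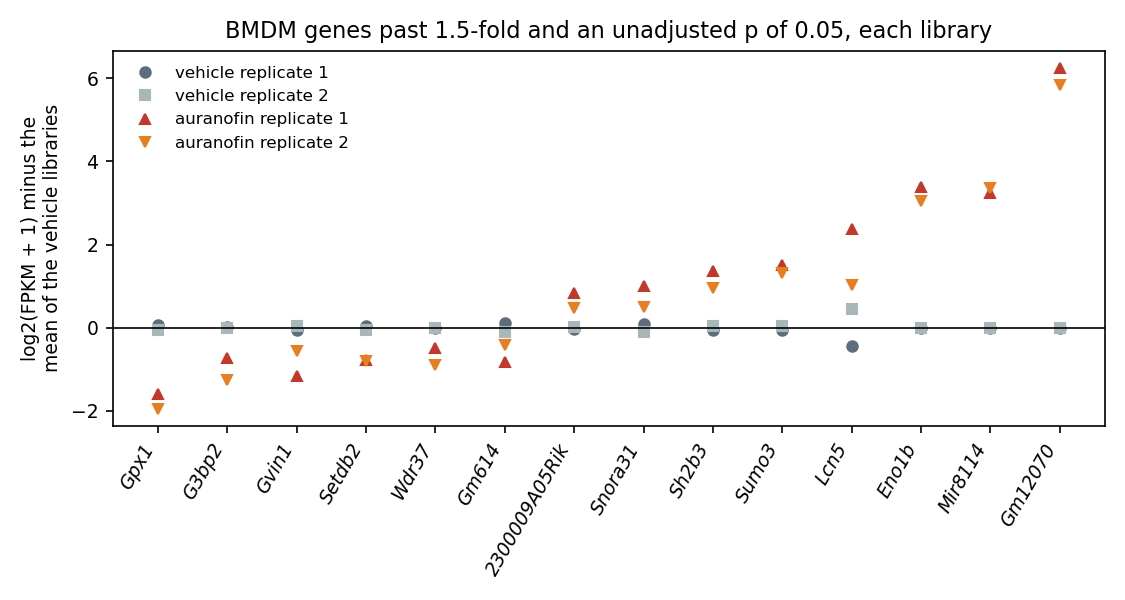
The 14 BMDM genes past 1.5-fold and an unadjusted p of 0.05. Each symbol is 1 library, as log2(FPKM + 1) minus the mean of the 2 vehicle libraries. The auranofin libraries lie on 1 side of the vehicle libraries in every gene, which the thresholds favour, 8 above and 6 below. Gm614, 2300009A05Rik and Snora31 are shown because they passed the thresholds, and are named after their values were seen.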

To assess if the depletion of GSH in auranofin-treated BMDM is related to its anti-inflammasome effect, we quantified intracellular GSH and IL-1β secretion levels in BMDMs treated with GSH-depleting reagents. Buthionine sulfoximine (BSO), a specific inhibitor of γ-glutamylcysteine-ligase and diethylmaleate (DEM), a GSH conjugating reagent depleted intracellular GSH within 5 and 1 h, respectively (Supplementary Fig. 4). Treatment of BSO or DEM significantly decreased the inflammasome-mediated IL-1β secretion in LPS/ATP-treated BMDMs (Fig. 5c, d).

Concurrently, we observed that the intracellular reactive oxygen species (ROS) level increased in response to auranofin in a concentration-dependent manner (Fig. 5e). Although the relationship between ROS production and inflammasome activation remains controversial, transient ROS production caused by tert-butyl hydroperoxide significantly inhibited inflammasome activation (Fig. 5f). We further examined whether auranofin-mediated suppression of inflammasome activation was due to the generation of ROS. Cotreatment with N-acetyl cysteine and auranofin reversed the inhibitory effects of auranofin on both inflammasome activation (mature IL-1β and caspase-1 (p20)) (Fig. 5g and Supplementary Fig. 4) and pyroptosis induction (GSDMD-N) (Fig. 5h). Additionally, cotreatment of BMDMs with auranofin and N-acetyl cysteine did not induce caspase-3/7-dependent apoptosis (Fig. 5i, j). Hence, GSH depletion and the subsequent intracellular ROS generation by auranofin may contribute to the inhibitory effects on NLRP3 inflammasome.

### Reduced hepatocyte sensitivity to auranofin is related to enhancement of GSH levels

Hepatocytes are relatively resistant to auranofin cytotoxicity. The IC50 value of auranofin-mediated cell death was much higher in primary hepatocytes than in BMDMs and HSCs (Fig. 6a); this finding suggested that hepatocytes are resistant to auranofin activity at a concentration that caused antifibrotic effects in macrophages and HSCs. As inhibition of the inflammasome by auranofin was mediated through GSH depletion in BMDM, we assessed intracellular GSH levels in auranofin-treated primary hepatocytes. The basal level of total GSH was approximately tenfold greater in primary hepatocytes than in BMDMs and HSCs (Fig. 6b). Whereas, the intracellular GSH level in primary hepatocytes did not significantly change after 1 h of exposure to 0.3 µM auranofin (Fig. 6c), suggesting that the abundant GSH pool protects primary hepatocytes from oxidative burst and auranofin treatment. Also, the components of the NLRP3 inflammasome (e.g., NLRP3 and ASC) were deficient in primary hepatocytes (Fig. 6d). Hence, the hepatocytes could not secrete a significant quantity of IL-1β under the activated NLRP3 inflammasome condition (Fig. 6e). These data suggest that auranofin specifically targets macrophages and HSC, which contain components to assemble the NLRP3 inflammasome and have relatively low levels of the GSH pool.

**Fig. 6:**
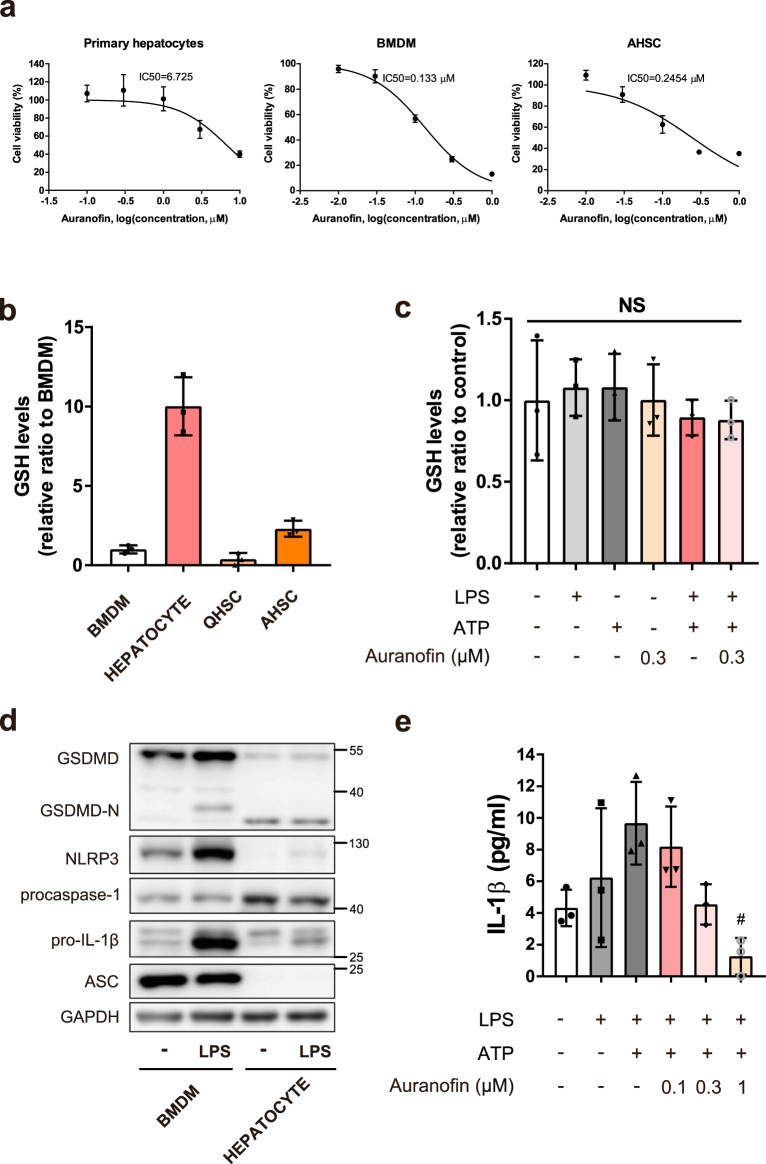
Hepatocytes are resistant to the effects of auranofin. **a** IC50 values of auranofin were determined using MTT assay on mouse primary cells including hepatocyte, BMDM, and AHSC. AHSC; Activated hepatic stellate cell. *n* = 7, *n* = 5, and *n* = 4 per group for hepatocyte, BMDM and AHSC, respectively. **b** Intracellular GSH levels of hepatocyte, BMDM and HSCs, *n* = 3. QHSC; Quiescent hepatic stellate cell. **c** Intracellular GSH levels of primary hepatocytes followed by LPS (100 ng/ml), ATP (1 mM) and auranofin (0.3 µM) treatment, *n* = 3. Data are presented as mean ± SD, analyzed by one-way ANOVA followed by Tuckey’s test. NS; not significant. **d** Protein levels of GSDMD, GSDMD-N, proIL-1β, NLRP3, procaspase-1, and ASC were evaluated by western blot analysis. **e** Primary hepatocytes were primed with LPS (100 ng/ml) for 4 h, followed by exposure to ATP (1 mM) for 1 h. IL-1β release by NLRP3 inflammasome activation was measured by ELISA. Data are presented as mean ± SD, analyzed by one-way ANOVA followed by Tuckey’s test. *n* = 3, ^#^*p* < 0.05, compared to NLRP3 inflammasome-induced group.

### Auranofin inhibits system *Xc* in macrophages and activated HSCs

Auranofin has been reported to inhibit thioredoxin reductase^21^. However, we found that BMDM and HSC lack thioredoxin reductase (Fig. 7a). Moreover, unlike auranofin, D9 (thioredoxin reductase inhibitor) did not inhibit NLRP3-dependent IL-1β secretion (Fig. 7b). These results suggest that thioredoxin reductase is not a primary target for the inhibitory effect of auranofin on the NLRP3 inflammasome. Auranofin is an organometallic compound containing gold (Au); thus, inductively coupled plasma-mass spectrometry was used to detect the ratio of auranofin distributed in cell lysates to culture media. Notably, only 10–20% of the exposed auranofin was detected in cell lysates from BMDMs at 1 h after auranofin treatment (Fig. 7c), demonstrating that most auranofin did not penetrate the plasma membrane.

**Fig. 7:**
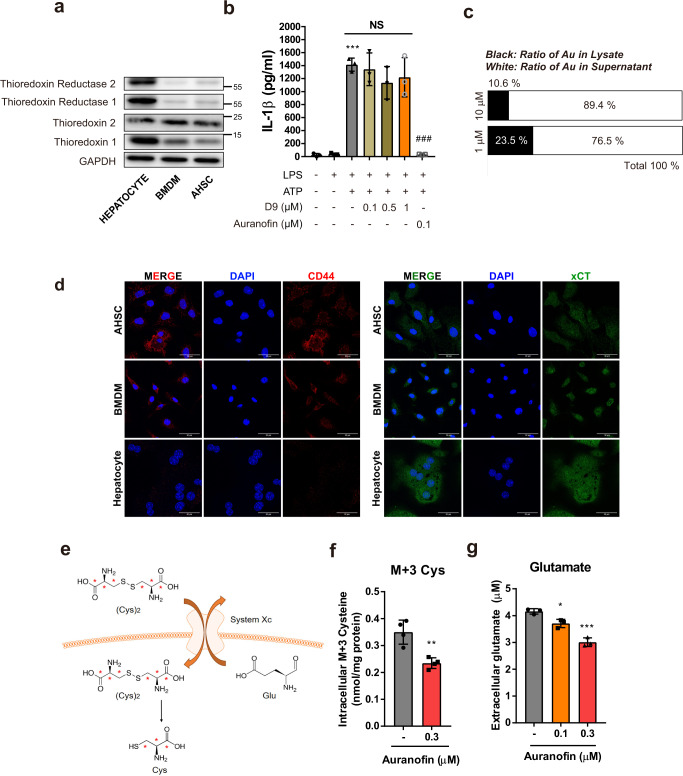
The primary target of auranofin is system *Xc* in macrophages and activated HSCs. **a** Intracellular protein levels of thioredoxins and thioredoxin reductases in hepatocyte, BMDM and activated HSC. **b** Effects of thioredoxin reductase inhibitor, D9 on ATP triggered IL-1β release of LPS-primed BMDM, *n* = 3. Data are presented as mean ± SD, analyzed by one-way ANOVA followed by Tuckey’s test; ***p < 0.001, compared to control; ###*p* < 0.001, NS; not significant compared to NLRP3 inflammasome-induced group. **c** BMDMs were treated with 1 or 10 µM auranofin for 1 h. Ratio of gold elements in supernatant and cell lysates of BMDM were evaluated using ICP-MS. **d** Detection of xCT and CD44 in hepatocyte, BMDM and AHSC by immunofluorescence staining. Scale bar = 30 µm. **e**, **f** Using stable isotope of cystine (M + 6), intracellular M + 3 cysteine were measured in BMDM after treatment with auranofin (0.3 µM) for 15 min, *n* = 4. Cys; cysteine. **g** After exposure of BMDM with auranofin for 3 h, extracellular glutamate levels were measured by glutamate assay kit in supernatant of BMDM, *n* = 3. Data are presented as mean ± SD (**f** and **g**), analyzed by unpaired student *t*-test; *p < 0.05, **<*p* < 0.01 and, ***p < 0.001 compared to control.

The system *Xc* cystine/glutamate antiporter regulates oxidative stress by importing cystine, the oxidized form of cysteine^22^. As cysteine is a major building block for GSH, we hypothesized that the inhibiting system *Xc* may serve as a basis for the instant oxidative bursts following auranofin treatment. System *Xc* is composed of a light-chain subunit, xCT (*SLC7A11*), and a heavy chain subunit 4F2hc (*SLC3A2*). System *Xc* activity is modulated by the expression of xCT in the plasma membrane, which is stabilized by interaction with the cell surface marker CD44, thereby promoting GSH synthesis^23,24^.

First, we identified xCT and CD44 in mouse primary cells, including activated HSC, BMDM, and hepatocyte. Whereas hepatocytes lack CD44, both xCT and CD44 were observed in BMDM and activated HSC, which exhibited potent antifibrotic effects following auranofin treatment (Fig. 7d and Supplementary Fig. 5). To investigate whether auranofin inhibits system *Xc* activity, we determined the quantity of cellular labeled cysteine (M + 3) originating from system *Xc*-mediated cystine uptake by using stable isotope-labeled cystine (Fig. 7e). The labeled cysteine in BMDMs significantly decreased 15 min after auranofin exposure (Fig. 7f). Vice versa, the quantity of glutamate exported to the supernatant increased in response to auranofin treatment (Fig. 7g).

### Inhibiting system *Xc* leads to blockade of the NLRP3 inflammasome in profibrotic liver

Although system *Xc* is detected at very low levels in normal human liver tissues, the level of system *Xc* expression was highly upregulated in liver tissues from patients with non-alcoholic steatohepatitis who exhibited liver fibrosis (Fig. 8a, b). In addition, most system *Xc* expression was present along the fibrotic area where αSMA expression levels were high (Fig. 8c). Light-chain subunit of system *Xc, Slc7a11* (xCT) was highly expressed in TAA-induced fibrotic liver (Fig. 8d); its expression also included the F4/80-positive area where macrophages are infiltrated (Fig. 8e). These data indicate that system *Xc* is upregulated in the profibrotic condition, particularly in infiltrated nonparenchymal cells including HSC and macrophage.

**Fig. 8:**
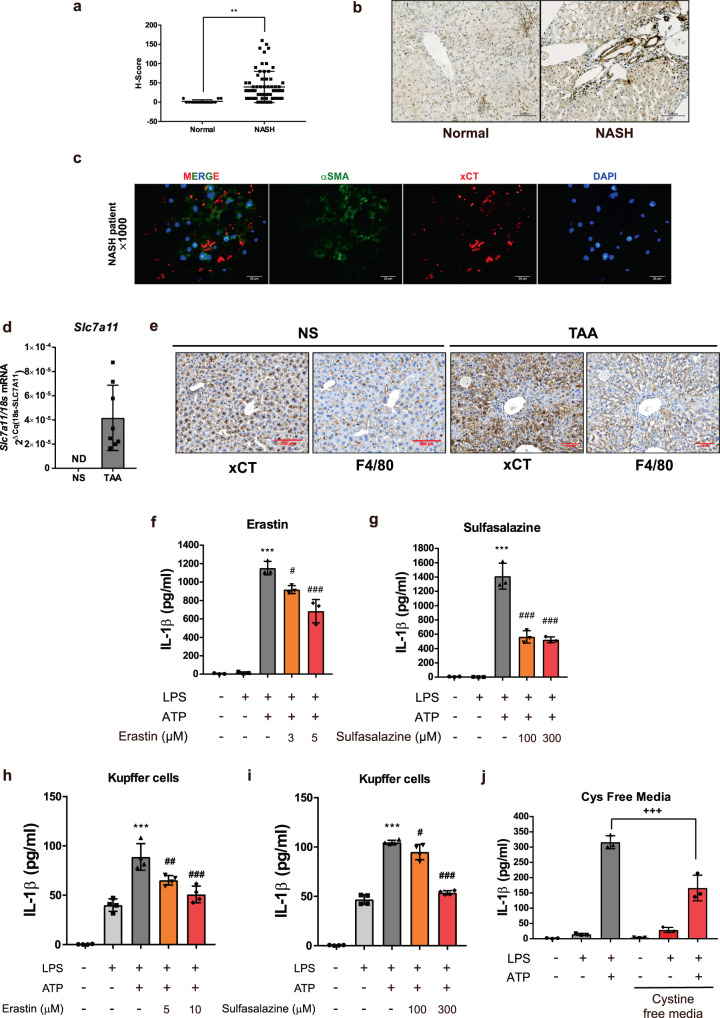
System *Xc* is upregulated in profibrotic conditions and its blockade prevents activation of NLRP3 inflammasome. **a** H-score based on xCT stained IHC of liver samples from 14 normal and 64 NASH patients. Data are presented as mean ± SD, analyzed by unpaired student *t*-test; **p < 0.01. **b** Representative images of xCT stained IHC in normal and NASH liver. Scale bar = 100 µm. **c** Immunofluorescence images showing the localization of xCT in frozen liver sample from profibrotic NASH patient. Liver tissues were labeled with αSMA (green), xCT (red) and DAPI (blue). Scale bar = 20 µm. **d** *Slc7a11* (xCT) mRNA expression level was measured using real-time qPCR in TAA-induced fibrotic liver (*n* = 8 mice per group). NS; normal saline, ND; not detected, *Slc7a11* Cq value >35. **e** IHC images showing the localization of xCT in liver samples. Liver tissues were labeled with F4/80 and xCT. NS; normal saline, Scale bar = 200 µm. **f**, **g**, and **j** Effects of erastin, sulfasalazine and cystine free media on ATP triggered IL-1β release of LPS-primed BMDM. **h**, **i** Effects of erastin and sulfasalazine on ATP triggered IL-1β release of LPS-primed kupffer cells. Data are presented as mean ± SD (**f**, **g**, **h**, **i**, and **j**), analyzed by one-way ANOVA followed by Tuckey’s test. *n* = 3 for **f**, **g**, **j** and *n* = 4 for **h**, **i**. ***p < 0.001, compared to control; #*p* < 0.05, ###*p* < 0.001 compared to LPS, and ATP-treated group; +++*p* < 0.001, compared to LPS, and ATP-treated group in DMEM media.

We then tested the effect of system *Xc* inhibition on NLRP3 inflammasome activation. Sulfasalazine and erastin are specific inhibitors of system *Xc*. Treatment with sulfasalazine or erastin significantly inhibited activation of the NLRP3 inflammasome in BMDM and kupffer cell (Fig. 8f–i). Furthermore, NLRP3-dependent IL-1β secretion was diminished in the cystine-deprived condition (Fig. 8j). These data confirm that system *Xc* inhibition leads to blockade of the NLRP3 inflammasome; this may be the molecular mechanism underlying the inhibitory effect of auranofin on inflammasome activation.

## Discussion

No effective therapy is available for liver fibrosis, despite the growing demand for a cure. Liver fibrosis is characterized by a multi-hit process involving a complex interplay between hepatocytes and nonparenchymal cells, including macrophages and HSCs^25^. Although there have been many studies regarding liver fibrogenesis, there is little understanding of therapeutic candidates to treat liver fibrosis. This is partly due to the lack of drug candidates that hinder fibrogenesis in a multi-targeted mechanism.

There has been growing interest in the NLRP3 inflammasome, an intracellular multi-molecular complex that regulates inflammatory signals and HSC migration^8,26^. Mice deficient in components of the NLRP3 inflammasome (NLRP3-/- and caspase-1-/- mice) are relatively insensitive to liver fibrotic stimuli^10,27^. A small molecule inhibitor of the NLRP3 inflammasome (MCC950) shows potential as a drug for liver fibrosis. However, its efficacy and safety have not yet been established.

Auranofin is a therapeutic agent clinically approved for treatment of rheumatoid arthritis; it has been recently investigated for potential therapeutic applications in a wide range of diseases^28,29^. To the best of our knowledge, this is the first in vivo study to demonstrate the feasibility of using auranofin as an antifibrotic agent. Administration of auranofin to a thioacetamide- or carbon tetrachloride-induced fibrotic liver significantly inhibited the progression of fibrosis. The underlying mechanism comprised blockade of the NLRP3 inflammasome, which resulted in reduction of IL-1β secretion and induction of pyroptosis in macrophages, as well as reduction of HSC migratory ability. It has been very recently reported that high concentration (>1 µM) gold compounds inhibit TGFβ1 signaling in LX-2 cells^30^. However, we failed to show any significant effect of auranofin (<0.1 µM) on TGFβ1-stimulated Smad2/3 phosphorylation in primary HSCs. Considering IC_50_ value of auranofin on HSC cytotoxicity, submicromolar ranges of auranofin would be physiologically relevant concentration in fibrotic liver.

We propose that the inhibitory effect of auranofin on the NLRP3 inflammasome originated from the oxidative burst in macrophage and HSC. 

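The mRNA of glutathione metabolism was read from both cell types with a list of 63 genes, written by hand after the scope of the KEGG pathway of that name. In HSCs, 49 of these genes were tested. Of the genes past 1.5-fold and an unadjusted p of 0.05, 7 were members, and all 7 were higher with auranofin. The one-sided p from Fisher's exact test was 1.10e-08, and 3.85e-08 after Benjamini-Hochberg adjustment over the 7 pathway lists. Gclm (chromosome 3 of mm10 from 122245487 to 122267215) encodes a subunit of the enzyme that starts GSH synthesis. It rose from 37.5 ± 3.59 FPKM (SD, n = 2) to 114 ± 10.2 FPKM (SD, n = 2). The log2 fold change of Gclm was 1.58 (standard error 0.08, adjusted p = 0.00210 from limma with Benjamini-Hochberg adjustment). The transferase genes Gsta3, Gsta4 and Gstm1 had log2 fold changes of 1.42, 1.12 and 1.10, and Pgd one of 0.76. Gsr, at 0.68, and G6pdx, at 0.65, are named after their values were seen. In each of these genes the difference was larger than the spread between replicates. Over the whole list, 28 genes were higher and 21 lower, and the median log2 fold change was 0.05. The p for a shift of the list was 0.00108 from camera and 0.0251 from fry. By limma with Benjamini-Hochberg adjustment over all genes, 11 members were higher and 1 was lower at an adjusted p under 0.05. Adjusted over the list alone, 18 were higher and 4 lower. The corresponding Reactome list had a median of 0.29. Gpx1 itself had a log2 fold change of 0.66 in HSCs (standard error 0.56, adjusted p = 0.591 from limma with Benjamini-Hochberg adjustment). This value rested on 1 library, and was -0.29 without auranofin replicate 2 and 1.61 without auranofin replicate 1.
In LPS/ATP-treated BMDM, 40 genes of the list were tested, and Gpx1, which was lower, was the member past the thresholds. The one-sided p from Fisher's exact test was 0.0590, and 0.413 after Benjamini-Hochberg adjustment over the 7 lists. No member had an adjusted p under 0.05 over all genes, and 1, Gpx1, did when adjusted over the list alone, by limma with Benjamini-Hochberg adjustment. Gpx1 was also the member with an unadjusted p under 0.05. In this cell type, 27 genes of the list were higher and 13 lower, with a median log2 fold change of 0.18. All genes tested had a median of 0.09. Here 1 library decided the list's value. The median against the vehicle mean was 0.31 in auranofin replicate 1 and -0.01 in auranofin replicate 2. The p for a shift of the list was 0.493 from camera and 0.599 from fry. The difference between the cell types was not tested, since they differed in dose and time and their tables were normalized separately.

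**Figure D4:**
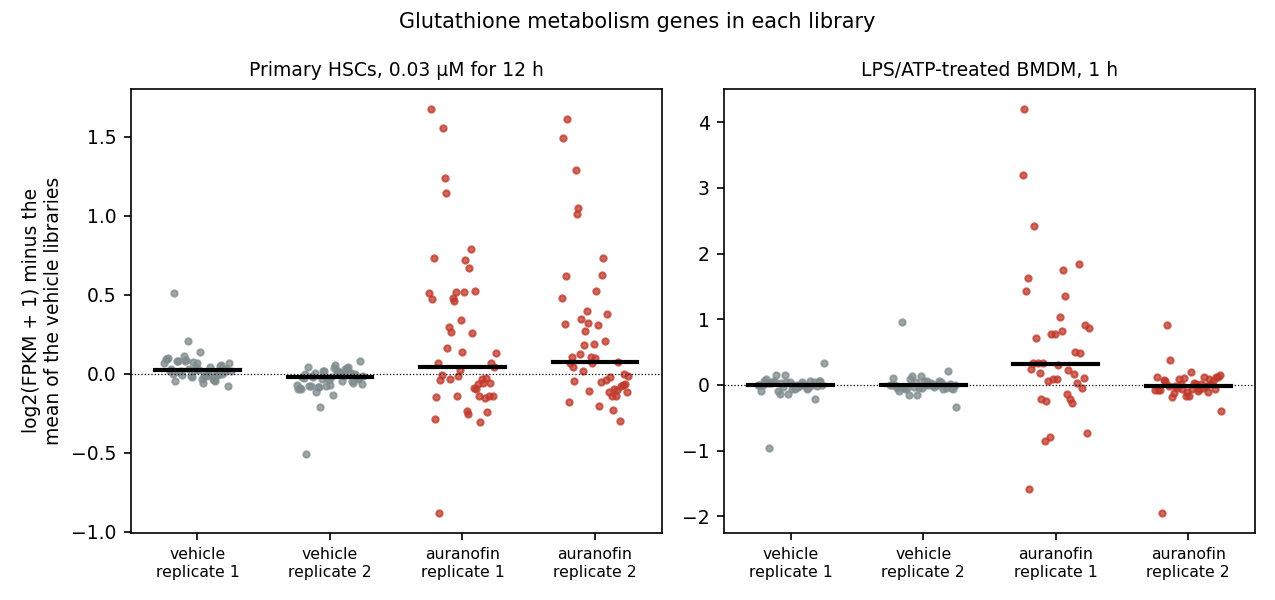
Tested genes of the glutathione metabolism list in each library, as log2(FPKM + 1) minus the mean of the 2 vehicle libraries. Each point is 1 gene and each black line the median of a library. In HSCs (left) the medians of the auranofin libraries lie at 0.04 and 0.07, with 7 genes past the thresholds, all above 0. In BMDM (right) they lie at 0.31 in auranofin replicate 1 and -0.01 in auranofin replicate 2.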

Using RNA sequencing data, we confirmed that auranofin reduced the expression levels of mRNA related to GSH metabolism. Auranofin depleted intracellular GSH and enhanced levels of ROS, resulting in NLRP3 inflammasome inhibition. The inhibitory effect of auranofin on the NLRP3 inflammasome was almost completely reversed by incubation of cells with the cell-permeable ROS scavenger N-acetyl cysteine. Although ROS are implicated in the regulation of the inflammasome, the distinct cellular targets of ROS result in different responses; many aspects of the underlying mechanisms remain unclear^31,32^. Moreover, one study reported that moderate ROS levels act as a trigger for the NLRP3 inflammasome, while excessive ROS levels in a local area lead to inhibition of NLRP3 activation^33^. Our data indicate that a short-term ROS burst blocks the NLRP3 inflammasome signals.

The mechanism by which ROS modulates NLRP3 activity remains elusive. However, a plausible explanation for the inhibitory effect of ROS bursts on NLRP3 activation is that superoxide directly decreased caspase-1 activity. In SOD1-deficient macrophages, higher superoxide levels decreased the cellular redox potential. Consequently, it inhibited caspase-1 by reversible oxidation and glutathionylation of the redox-sensitive cysteine residues^34^. The effect of superoxide was independent of LPS priming, only inhibiting the cleavage of caspase-1. In the auranofin-treated BMDM, we confirmed the increased ROS levels using fluorescent ROS indicator CM-H2DCFDA. Based on the previous report, the intracellular ROS generated by auranofin is expected to oxidize or glutathionylate the active cysteine site of caspase-1. Indeed, auranofin did not reduce priming signals of the NLRP3 inflammasome. It only inhibited the cleavage of caspase-1 and maturation of IL-1β.

Previous studies have reported enhanced levels of intracellular ROS and reduced release of IL-1β by auranofin due to regulation by thioredoxin reductase^35,36^. However, we found that the oxidative burst was caused by the inhibitory effect of auranofin on system *Xc* activity. System *Xc* is a cystine/glutamate transporter that balances intracellular redox homeostasis. Inhibition of system *Xc* results in a lack of intracellular cysteine, which rapidly leads to oxidative stress^37^. Our study revealed that auranofin reduced the quantity of intracellular cysteine that originated from cystine imported by system *Xc*; the depletion of cysteine led to rapid reduction of GSH and enhancement of intracellular ROS in macrophages.

Pharmacological inhibition of system *Xc* attenuates alcoholic steatosis by suppressing 2-arachidonoylglycerol production in HSCs and subsequent de novo lipogenesis in hepatocytes^38^. Chronic alcohol consumption impairs the transsulfuration pathway and increases system *Xc* expression in hepatocytes as a compensatory mechanism. However, macrophages and HSCs have limited expression of transsulfuration pathway enzymes (Supplementary Fig. 5) and are expected to show a high dependency on system *Xc*, compared to hepatocytes^39^. Therefore, it is important to clarify the role of system *Xc* in macrophages and HSCs and investigate its contribution to liver fibrosis when macrophages infiltrate and HSCs proliferate. In this study, we showed that the expression of system *Xc* was significantly enhanced in liver samples from patients with non-alcoholic steatohepatitis whose pathological stage preceded liver fibrosis. The enhanced level of system *Xc* activity in liver tissues was mainly localized in macrophages and HSCs. These data support the notion that the anti-liver fibrotic effect of auranofin may result from system *Xc*-mediated inhibition of the NLRP3 inflammasome in macrophages and HSCs. When we determined the protein level of pro-IL-1β in BMDMs, LPS-inducible pro-IL-1β expression was not altered by 1 h incubation with NAC or xCT inhibitors (Supplementary Fig. 4), which implies that xCT-mediated redox change is not related to LPS priming signal.

Based on the novel mechanism of action of auranofin, our findings further indicate that inhibition of system *Xc* attenuates liver fibrosis. System *Xc* inhibitors, including sulfasalazine and erastin, blocked activation of the NLRP3 inflammasome, suggesting that these inhibitors have the potential to cure liver fibrosis. Therefore, a therapeutic agent for fibrotic liver could be developed by thoroughly investigating substances that inhibit system *Xc*. It is important to repurpose auranofin for treatment of liver fibrosis, as there are no available first-line therapies. The findings in this study illustrate how auranofin hinders the progression of liver fibrosis and demonstrate its treatment efficacy. The clinical efficacy of auranofin in treatment of liver fibrosis is currently being tested in a phase II clinical trial. Finally, our findings suggest that inhibition of system *Xc* could improve the progression of liver fibrosis.

## Methods

### Animal experiments

Balb/c mice were obtained from the SLC Inc (Kotoh-cho, Japan). In order to induce liver fibrosis, Balb/c mice were intraperitoneally injected with thioacetamide (100 mg/kg) for 8 weeks, twice a week. In another liver fibrosis model, male 8-weeks-old C57BL/6 mice were injected with tetrachloride (0.5 ml/kg) for 3 weeks twice a week. The mice were acclimatized for at least 1 week prior to use, and were housed in groups of 4 or 5 with a 12 h light/dark cycle at a controlled temperature of 21 ± 2 °C and 50 ± 5% humidity. The animal handlings and experimental procedures were approved by IACUC (Institutional Animal Care and Use Committee, SNU-171127-2, SNU-181105-6-1) in Seoul National University.

### Assessment of liver injury in fibrotic liver

Serum aspartate transaminase (AST) and alanine transferase (ALT) were measured using Spectrum® (Abbott Laboratories, Abbott Park, IL, USA). Liver samples were fixed in 10% neutral-buffered formalin solution (Sigma, St. Louis, MO, USA), embedded in paraffin, and stained for histology. H&E and Masson’s trichrome stained liver sections were assessed by liver pathologist in a blind manner.

### Isolation and culture of bone marrow-derived macrophages

Bone marrow cells were isolated from 8-week-old male C57BL/6 mice by flushing the femur and tibia of with culture media. Using macrophage colony-stimulating factor (M-CSF, Peprotech Ltd, London, UK), bone marrow cells were differentiated (7 days) into bone marrow-derived macrophages (BMDMs). Bone marrow cells were incubated in RPMI medium containing 10% fetal bovine serum (FBS), 1% penicillin/streptomycin, 25 mM HEPES and 30 ng/ml M-CSF followed by media change every 3 days.

### Isolation of primary hepatocytes, kupffer cells, and HSCs

Non-recirculating 2-step perfusion method with calcium and magnesium-free Hanks’ salt solution followed by a medium containing collagenase^40^ was used for the isolation of primary cells from liver tissues of C57BL/6 mice. The cell suspension was filtered through a 70 µm cell strainer and hepatocytes were obtained from the single cell-suspensions after 50 × *g* centrifugation. Hepatocytes with viability above 90% were plated on a collagen-coated plate (Corning, New York, USA).

The supernatant was centrifuged at 600 × *g* to obtain hepatic nonparenchymal cells. Primary HSCs were isolated by density-gradient centrifugation using ficoll paque-plus (GE Healthcare, Madison, WI) and percoll (GE Healthcare, Madison, WI, USA)^41^. Non-parenchymal cell fraction was resuspended in a solution with 9 ml ficoll and 1 ml percoll. One milliliter PBS was added carefully and spin at 4 °C for 15 min at 1400 × *g* in centrifuge. HSC cell fraction was obtained from the layer between PBS and the ficoll/percoll gradient solution. Kupffer cells were isolated using Optiprep^38^. The nonparenchymal cells are resuspended in 20% Optiprep. HBSS and 11.5% Optiprep were layered on the cell suspension and centrifuged at 1811 × *g* for 17 m. Kupffer cell fraction was obtained from the layer between 20% Optiprep and 11.5% Optiprep.

### Western blot analysis

Liver tissues were lysed with RIPA lysis buffer. For assessment of secreted IL-1β and active caspase-1, cell culture medium was collected and precipitated using trichloroacetic acid (TCA, Sigma, St. Louis, MO, USA) and centrifuged at 20,000 × *g* for 15 min. The sedimented proteins were dissolved in 1x SDS sample buffer. Cellular proteins were lysed with Triton X-100 lysis buffer (10 mM Tris, 100 mM NaCl, 1 mM EGTA, 10% Glycerol, 1% TrintonX-100 and 30 mM sodium pyrophosphate). Prepared samples were separated using sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS–PAGE). The fractionated proteins were transferred to nitrocellulose paper (GE healthcare, Madison, WI, USA). The membranes were blocked with 5% skim milk and then incubated with the primary antibodies (Main Table 1). Horseradish peroxidase conjugated IgG antibodies (Cell Signaling Technology, Beverly, MA, USA) were used as the secondary antibodies. Immune complexes were detected by using the Immobilon Western Chemiluminescent HRP Substrate (Merck Millipore, Billerica, MA, USA), Densitometric protein levels were quantified by the image software, Multi Gauge, V3.0 (FUJIFILM, Tokyo, Japan).

**Table 1:** Antibodies.

Target	Supplier	Cat.no	Working dilutions 1st, 2nd antibody
αSMA	Sigma	A5228	1:1000, 1:2000
NOS2	Santa cruz	sc-650	1:1000,1:2000
COX2	Cell Signaling	4842S	1:1000,1:1000
GAPDH	Millipore	CB1001	1:5000, 1:5000
NLRP3	Adipogen	AG-20B-0014-C100	1:1000, 1:2000
IL-1β	Abcam	9722	1:500, 1:2000
Caspase-1	Santa cruz	sc-56036	1:2000, 1:4000
Caspase-1, cleaved	Adipogen	AG-20B-0042-C100	1:500, 1:1000
ASC	Adipogen	AG-25B-0006-C100	1:1000, 1:2000
GSDMDC1	Santa cruz	sc-393656	1:500, 1:1000
HMGB1	Cell Signaling	3935S	1:500, 1:1000
Caspase-3	Cell Signaling	9662S	1:2000, 1:4000
Caspase-3, Cleaved	Cell Signaling	9664S	1:500, 1:1000
psmad3	Cell Signaling	9520S	1:1000, 1:2000
smad3	Cell Signaling	9523S	1:1000, 1:2000
psmad2	Cell Signaling	3108S	1:1000, 1:2000
smad2	Cell Signaling	5339S	1:1000, 1:2000
TrxR2	Santa cruz	sc-376868	1:500, 1:2000
Trx2	Santa cruz	sc-50336	1:500, 1:2000
TrxR1	Santa cruz	sc-28321	1:500, 1:2000
Trx1	Cell Signaling	6925S	1:1000,1:2000
xCT	Novus	NB300-318	1:500, 1:2000
CD44	Abcam	ab51037	1:1000, 1:2000
CBS	Santa cruz	sc-133154	1:1000, 1:4000
CTH	Abnova	H00001491-M01	1:1000, 1:4000

### RNA preparation and real-time quantitative polymerase chain reaction (qPCR)

RNA was isolated using Trizol® reagent (Thermo Fisher Scientific, Waltham, MA, USA) and Oligo (dT) primers (Main Table 2) and reverse transcriptase (iNtRON Biotechnology, Seongnam, Korea) were used to synthesize cDNA. mRNA expression levels of fibrosis marker, were quantified by real-time qPCR using a SYBR Select Master Mix (Applied Biosystems, Foster City, CA, USA) and Bio-Rad CFX Manager™ Software (Bio-Rad, Hercules, CA, USA).

**Table 2:** Oligo sequences.

Name	Sequence	Supplier
*ACTA2* primer for qPCR	Forward(5’→3’) CTTTGACTTGCCGCCTACAC Reverse(5’→3’) ACAGTAAAGCCTGACCCCAA	Bioneer
*COL1A1* primer for qPCR	Forward(5’→3’) ATCTCCTGGTGCTGATGG Reverse (5’→3’) GCCTCTTTCTCCTCTCTGA	Bioneer
*TGFB1* primer for qPCR	Forward(5’→3’) GGATTTTGCCCCTTCGTTCC Reverse(5’→3’) GCCCATTTCCTGGTCGTGTT	Bioneer
*YM1* primer for qPCR	Forward(5’→3’) CATGAGCAAGACTTGCGTGAC Reverse(5’→3’) GGTCCAAACTTCCATCCTCCA	Bioneer
*ARG1* primer for qPCR	Forward(5’→3’) GGAAAGCCAATGAAGAGCTG Reverse(5’→3’) GCTTCCAACTGCCAGACTGT	Bioneer
CIITA primer for qPCR	Forward(5’→3’) AAGAGAAGGCTGGAAGGATCTTT Reverse(5’→3’) GATGTGGAAGACCTGGATCGT	Bioneer
*CD44* primer for qPCR	Forward(5’→3’) ACAGTACCTTACCCACCATG Reverse(5’→3’) GGATGAATCCTCGGAATT	Bioneer
*SLC7A11* primer #1 for conventional PCR	Forward(5’→3’) AGAATTATGAACTTAATGCA Reverse(5’→3’) CCCAGTAGGTAAAGCTATGTT	Bioneer
*SLC7A11* primer #2 for conventional PCR and qPCR	Forward(5’→3’) CCTGGCATTTGGACGCTACAT Reverse(5’→3’) TCAGAATTGCTGTGAGCTTGC	Bioneer

### Enzyme-linked immunosorbent assay (ELISA)

Culture media were collected and centrifuged to pellet down non-adherent cells as well as debris. Commercial ELISA kits (mouse TNFα and IL-1β, both from Invitrogen, Carlsbad, CA, USA) were used to measure cytokine concentration following the manufacture’s protocol.

### Measurement of cell viability

3-(4,5-dimethylthiazol-2-yl)−2,5-diphenyl tetrazolium bromide (MTT, Sigma, St. Louis, MO, USA) assay was used to assess half-maximal inhibitory concentration (IC50). In all, 0.3 mg/ml MTT was added to each well of 48-well plates and the cells were incubated for 2 h. The culture media were removed and the resident cells were dissolved in 200 µL dimethylsulfoxide. The absorbance was measured at 590 nm with Tirstar microplate reader (Berthold Technologies, Bad Wildbad, Germany).

### IncuCyte® caspase-3/7 green apoptosis assay

For detection of apoptosis, IncuCyte® caspase-3/7 green apoptosis assay was performed. Incucyte® caspase-3/7 green reagent (Essen BioScience, Ann Arbor, MI, USA) was diluted to culture medium to a final concentration of 1 µM. Using IncuCyte® live-cell analysis system, fluorescent objects were quantified every 4 h after adding the reagent to culture medium.

### Chemotaxis assay

Activated HSCs and LX-2 cells were plated in the upper chambers of Incucyte® clearview 96-well cell migration plate (Essen BioScience, Ann Arbor, MI, USA). In order to facilitate cell movement, 10% FBS was added to reservoir plate as a chemoattractant. Migrated cells were counted using IncuCyte® live-cell analysis system. For transwell migration assay, LX-2 cells were plated in the upper chambers of type 1 collagen (Sigma, St. Louis, MO, USA) coated transwell polycarbonate membrane culture inserts (Corning, New York, USA). Medium supplemented with 10% FBS was added to the lower chamber. After 24 h culture, LX-2 cells moved to lower surface of the chamber were stained with 0.1% crystal violet and counted.

### Quantification of intracellular auranofin by inductively coupled plasma-mass spectrometry (ICP-MS)

BMDMs were seeded in 60 mm dish in a density of 3 × 10^6^ cells per dish and treated with auranofin (1 or 10 µM) for 1 h. Supernatants were collected and BMDMs were harvested after washing with DL-dithiothreitol (Sigma, St. Louis, MO, USA) containing PBS for three times. Gold element in the samples was measured using inductively coupled plasma-mass spectrometer (ICP-MS), Varian 820-MS (Varian Australia Pty Ltd, Victoria, Australia).

### GSH assay

Total intracellular glutathione GSH (GSH + GSSG) concentrations were determined using the GSH assay kit (Cayman Chemical, Ann Arbor, MI, USA) following the manufacturer’s instruction. BMDMs were collected for analysis of intracellular GSH and sonicated.

### Human tissue sample and immunofluorescence staining

Archived formalin-fixed paraffin-embedded (FFPE) tissue and frozen tissue from liver biopsy samples, which were obtained from non-alcoholic fatty liver disease patients and confirmed by pathologist, were used. The control normal liver tissue was obtained from patients through hepatic resection for extended cholecystectomy or blunt trauma. All control subjects had normal liver enzymes and <5% hepatic fat content. This study was approved by Institutional Review Board (IRB) of Hanyang University Hospital (HYUH 2019-12-028-006). FFPE tissue sections were deparaffinized and rehydrated. Heat-induced antigen retrieval was performed for 20 min in sodium citrate buffer (pH 6.0).

Sections were incubated with anti-αSMA antibody (dilution, 1:100) and anti-xCT antibody (dilution, 1:100) for 30 min at room temperature. The tissue sections were then incubated with secondary antibodies conjugated with Alexa Fluor 488 and 594 for 30 min at room temperature. The nuclei were stained with DAPI. The sections were examined using immunofluorescence microscope, and images were acquired with digital camera attached on the microscope.

### Cystine uptake assay using stable isotope-labeled cystine

U-^13^C_3_-cysteine was oxidized to U-^13^C_6_-cystine using 30% hydrogen peroxide according to the previous methods^42,43^. Thirty percent hydrogen peroxide solution was mixed with 5-fold volume of 0.56 M U-^13^C_3_-cysteine in sterile distilled water. The purity of U-^13^C_6_-cystine was measured as 99.5% by HPLC, and cysteine, cysteine sulfinic acid and cysteic acid were not detected. The harvested cell lysate samples were diluted as 3-fold with 80% methanol containing 2 µM ^13^C_5_, D_5_, ^15^N-glutamate as an internal standard and reduced with 0.3 mM Tris-(2-carboxyethyl)-phosphine hydrochloride at room temperature for 30 min to analyze total ^13^C_3-_cysteine. The samples were centrifuged at 10,000 × *g*, 4 °C for 10 min and the supernatant was injected to Applied Biosystems SCIEX 4000 QTRAP hybrid triple quadrupole-linear ion trap mass spectrometer equipped with Agilent 1290 Infinity II system. Acquisition and data analysis were performed with Analyst^®^ software (ver.1.6.2; Applied Biosystems).

### Statistics and reproducibility

Data are mean ± SD. Statistical significance between two groups was evaluated using the student’s *t*-test, while comparisons of multiple groups were assessed by one-way ANOVA, followed by the Tukey’s test. *p*-value < 0.05 was considered statistically significant. GraphPad PRISM software (GraphPad Software, Inc.) was used for all statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Peer Review File

## Data Availability

RNA-seq data have been deposited in the NCBI Gene Expression Omnibus under accession number GSE176346. Full gels/blots with molecular markers are provided in the Supplementary information. Data sets analyzed in this study are included in the Supplementary Data 1.

# Supplementary material for: Auranofin prevents liver fibrosis by system Xc-mediated inhibition of NLRP3 inflammasome
**Source:** Commun Biol. 2021 Jun 30;4:824. doi: 10.1038/s42003-021-02345-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: data sets and exact pvalues for the graphs presented in the main figures.

How the deposited data were processed for this re-analysis (not part of the article)

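RNA sequencing of mouse cells was analysed for 2 experiments of the paper, each with 2 vehicle and 2 auranofin libraries. In the first, primary HSCs were exposed to 0.03 µM auranofin or vehicle for 12 h. In the second, BMDM treated with LPS and ATP were exposed to auranofin or vehicle for 1 h, at 0.3 µM by the paper and 0.1 µM by the sample labels. Conditions and replicate numbers were taken from the sample labels and the figure legends, and each column of the tables was matched to its sample by name.

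The authors deposited FPKM values in 2 tables, one for each cell type, on mm10 with RefSeq transcripts. They had aligned and quantified the reads and scaled the fragments of each gene to its transcript length and to the library. The aligner, the quantification program and any filter are not stated in the text. The deposited FPKM values of a library summed to between 430372 and 485467. Because counts are not given, the depth was estimated. In genes with 1 RefSeq transcript and a value under 0.2 FPKM, the values lie on steps of 1 fragment, and the GENCODE M21 length of the transcript turns a step into the number of fragments of the library. Ratios of the steps of the same genes, which need no length, gave depths relative to vehicle replicate 1 of 1.05, 0.946 and 1.25 in HSCs, against 1.05, 0.948 and 1.25 from the estimates. In BMDM they were 0.927, 1.17 and 1.16, against 0.925, 1.17 and 1.16. The depth covers counting error only, not differences between cultures. Of the gene identifiers, 18601 of 18645 and 17371 of 17408 were found in the RefSeq gene table of the same assembly, from which coordinates were taken.

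Each table was fitted alone, because the cell types differ in dose and time and were normalized separately. The FPKM values as deposited were taken as log2(FPKM + 1), genes with a mean of at least 1 FPKM over the 4 libraries were kept, and limma (lmFit, then eBayes with trend) compared auranofin with vehicle. The count of genes used the thresholds printed in the paper's figures, at least 1.5-fold and an unadjusted p under 0.05. The number of genes with a Benjamini-Hochberg adjusted p under 0.05 from limma was given beside it. Count-based tests were not used, since the tables hold no counts.

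Gene lists were tested in 2 ways. Fisher's exact test, one-sided, asked whether a list was enriched among the genes past the thresholds, with all genes tested as the background. The median log2 fold change of a list was given with camera (preset correlation 0.01) and fry. Both rest on limma's linear model and are not exact: an exact permutation of 2 libraries against 2 cannot go under 0.333 for a list either. The median was also set against 10000 random lists of the same size, matched on mean expression in 20 bins. The 7 pathway lists cover glutathione metabolism, ECM-receptor interaction, NRF2 targets, heat shock, metallothioneins, the pentose phosphate pathway and inflammasome priming. The 4 marker lists cover macrophages, endothelial cells, hepatocytes and stellate cells. All were written by hand, the stellate list after the ECM-receptor interaction result had been seen and before its own test. The genes named in the text were those the paper names for these data or measures in its assays, the 5 largest rises and 5 largest falls past the thresholds in each cell type, and members of the glutathione metabolism and ECM-receptor interaction lists past the thresholds, at most 5 each way. Other names are marked as chosen after their values were seen.

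The test was run on simulated values with the means and spreads of each table and 200 genes of at least 5 FPKM changed 2-fold. In the HSC simulation it recovered 198 genes (99%) past the thresholds, called 21 unchanged genes, and put 182 changed genes under an adjusted p of 0.05. In the BMDM simulation, where the spread is larger, it recovered 182 (91%), called 172 unchanged genes, and put 0 under an adjusted p of 0.05. The simulated noise was independent between genes and libraries, whereas much of the BMDM spread comes from 1 library, auranofin replicate 1. The BMDM libraries themselves gave 14 genes past the thresholds, so the simulated rates do not describe the test on them. The replicates of a group were compared before they were averaged, and none was a copy of another.

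Alternatives changed 1 choice at a time. They were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, genes above 0 in every library, quantile normalization, centring on the median, eBayes without trend, no moderation, the replicate number as a block, a threshold of 2-fold, Reactome lists, and each library left out in turn. With a library left out, a group has 1 library, so values are given without a test. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.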

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

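Of the tests in this part, those of the NRF2 targets were chosen before the result was seen, and those of depth, cell type, normalization and a library without a response were chosen only after the result was seen.

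In the HSC cultures, targets of the transcription factor NRF2 outside the glutathione metabolism list, which the paper does not discuss, were higher with auranofin. Of 25 genes tested, 25 were higher and 14 passed 1.5-fold and an unadjusted p of 0.05. Their median log2 fold change was 0.60, above all 10000 matched random lists (p of 0.00621 from fry). It was 0.65 in auranofin replicate 1 and 0.55 in auranofin replicate 2, so both libraries show it. The NRF2 list holds 10 genes of the glutathione metabolism list, among them the 7 past the thresholds. Without its NRF2 members the glutathione metabolism list had 40 genes tested, none past the thresholds (18 had an unadjusted p under 0.05, 9 each way), and a median of -0.00. A difference in depth is argued against, because the auranofin libraries lie on either side of the vehicle libraries in depth and the smaller of their medians was still 0.55. A changed share of macrophages in the cultures is argued against as the whole cause, since the largest change among the 15 macrophage markers was 0.271 (Clec4f), and 12 of them were lower, while the 7 glutathione metabolism genes past the thresholds rose by 0.65 or more. NRF2 target activation is therefore a candidate explanation for the higher glutathione genes, as a hypothesis from the same 4 libraries. Which cells of the mixed cultures raised these genes was not tested, and the check on macrophages concerns their share only. Reads shared among the glutathione transferase genes, which are close paralogs, were not tested.

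In BMDM, the same NRF2 targets had a median of 1.36 against the vehicle mean in auranofin replicate 1 and 0.02 in auranofin replicate 2. Heat shock genes, which the paper does not discuss, had medians of 1.33 and 0.05. The vehicle libraries lay within 0.02 of their mean for both lists. The median log2 fold change over both auranofin libraries was 0.69 for the NRF2 targets, above all random lists, but 1 library decides it (p of 0.390 from fry). It was 0.67 for the heat shock genes (p of 0.379 from fry). Single genes chosen after their values were seen show the same split. Hmox1 had 82.7 and 86.7 FPKM in the vehicle libraries, 4403 FPKM in auranofin replicate 1 and 85.3 FPKM in auranofin replicate 2. Hspa1a had 799.7 FPKM in auranofin replicate 1 and 3.25 FPKM in auranofin replicate 2.

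Several technical explanations for these unlike auranofin libraries are argued against. Their estimated depths differ by a factor of 1.01, less than those of the vehicle libraries. Cells of the other sequenced type would bring their abundant transcripts, but the 76 genes abundant in HSCs and under 1 FPKM in the BMDM vehicle libraries had a median log2 change of -0.0116 in auranofin replicate 1. That library's median over all tested genes was shifted by 0.18, and after subtraction of this shift the NRF2 targets were still higher by 1.19. What stays open is that auranofin replicate 2 may be a library without an auranofin response. It differed at least 2-fold from the vehicle libraries in at most 15 of 4245 genes, where the vehicle libraries differed from each other in 14. Against this stand a few genes in which it followed auranofin replicate 1, among them Gpx1 (42.1 and 32.6 FPKM, against 133 and 124 FPKM with vehicle), Gm12070 (75.3 and 56.5 FPKM, listed at 0 with vehicle), Mir8114 (9.09 and 9.98 FPKM, against 0.0642 and 0.0566 FPKM) and Eno1b (9.74 and 7.41 FPKM, against 0.0233 and 0.0191 FPKM). These are the genes with the largest changes past the thresholds, and Gpx1, Mir8114 and Eno1b also jump between HSC libraries of 1 condition. Setdb2 followed it too (20.8 and 20.5 FPKM, against 37.6 and 35.2 FPKM with vehicle). So did Sh2b3 (9.77 and 7.18 FPKM, against 3.06 and 3.34 FPKM). Gm12070, Setdb2 and Sh2b3 do not jump in this way. All these genes were picked by thresholds that favour like values in both auranofin libraries. They therefore do not decide whether auranofin replicate 2 responded. Whether its cells were not exposed, did not respond, or the library carries another sample's label is not separated by these values. The 2 doses given by the paper and the labels were not tested as an explanation, since both libraries carry the same label. NRF2 target activation is a candidate explanation for the glutathione genes that were higher in auranofin replicate 1, and no such change was seen in auranofin replicate 2.

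Elf2 had auranofin libraries on opposite sides of the vehicle libraries in the 2 cell types. It had 10.9 and 10.2 FPKM with vehicle and 5.58 and 5.49 FPKM with auranofin in HSCs, a log2 fold change of -0.82. In BMDM it had 2.26 and 3.44 FPKM with vehicle and 5.83 and 3.75 FPKM with auranofin, a log2 fold change of 0.58 (standard error 0.27, adjusted p = 0.721 from limma with Benjamini-Hochberg adjustment), so that the changes differ by 1.40. Most of the BMDM change rests on 1 library, and it was 0.32 without auranofin replicate 1. The difference was not tested. Of 43 genes compared, 1 had every library of each cell type moving in opposite directions. Chance would give 2.39 if none of the genes had been picked by its values. Some were picked for separate libraries in 1 cell type, so chance gives more than that here. Cell type, dose and time differ together between the experiments, and no biological explanation was tested.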

How the results depend on the processing

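No test in this part was chosen only after the result was seen: the designs, the thresholds and all alternatives were chosen before the data were examined. The single genes followed through them, other than those of the paper, were picked by their values. For the 13 results that answer a comparison, 131 alternative values with all 4 libraries were computed. Of these, 102 kept their direction and their side of the threshold or stayed within the allowed spread, 6 lost the threshold, 4 gained it, 2 reversed and 17 moved further. The 102 include values that could not change, since eBayes without trend, no moderation and the replicate block leave a list's median as it was. The causes of changes between settings were not tested.

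In HSCs, 70 genes passed the thresholds. There were 17 with a 2-fold threshold, which is stricter, and 124 with a pseudocount of 0.1, which enlarges the changes of low genes. The 283 genes with an adjusted p under 0.05, from limma with Benjamini-Hochberg adjustment, became 49 with no filter on low values, 170 with genes above 0 in every library, 129 with eBayes without trend, and 0 with no moderation, where 1585 had an unadjusted p under 0.05. The enrichment of glutathione metabolism stayed under 0.05 in all 11 alternatives. The enrichment p of the ECM-receptor interaction list, 0.0361, rose to 0.100 with the Reactome list, 0.0704 at 2-fold, 0.0986 with a pseudocount of 0.1, 0.0551 with no filter and 0.0565 with genes above 0 in every library. The list rests on 2 genes past the thresholds. Its lower median kept its direction in every alternative able to change it.

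In BMDM, 14 genes passed the thresholds. There were 7 at 2-fold, 27 with a pseudocount of 0.1, 22 with no filter, 8 with a mean of at least 5 FPKM and 7 with no moderation. The split between higher and lower genes changed from 8 and 6 (57.1% higher) to 8 and 10 (44.4% higher) both with quantile normalization and with centring on the median. It was 3 and 5 (37.5% higher) with a mean of at least 5 FPKM, and 6 and 1 (85.7% higher) at 2-fold. The 1 gene with an adjusted p under 0.05 became 0 with no filter, with genes above 0 in every library, with quantile normalization and with no moderation, where 368, 165, 70 and 242 genes had an unadjusted p under 0.05, and 2 with eBayes without trend. The enrichment p of glutathione metabolism, 0.0590, which rests on Gpx1 alone, was 0.0299 at 2-fold, 0.0307 with a mean of at least 5 FPKM and 0.0299 with no moderation, since fewer genes passed there. Fisher's exact p rose to 0.167 with the replicate number as a block and 0.111 with a pseudocount of 0.1. With quantile normalization and with centring on the median it was 0.0752. Of the Reactome list, 0 genes passed. The median of glutathione metabolism was 0.18, beside 0.09 over all genes tested. It became 0.25 with the Reactome list (p of 0.0380 from camera, p of 0.349 from fry). With quantile normalization it was 0.05, with centring on the median 0.08, and with a mean of at least 5 FPKM 0.35. The median of the ECM-receptor interaction list, -0.07, was 0.00215 with no filter and 0.00240 with genes above 0 in every library, where more genes near 0 FPKM enter, and -0.14 with quantile normalization, where its camera p was 0.0677.

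Leaving out each library in turn gave 20 further values for 5 of these results, of which 1 changed sign and 1 moved beyond the spread. The median of glutathione metabolism lay between 0.04 and 0.08 in HSCs, the higher without vehicle replicate 1, and between -0.01 and 0.31 in BMDM, the lower without auranofin replicate 1. The median of the ECM-receptor interaction list lay between -0.16 and -0.09 in HSCs and between -0.21 and -0.0358 in BMDM, furthest from 0 without auranofin replicate 2. Gpx1 in BMDM lay between -1.94 and -1.59, and its adjusted p between 0.370 and 0.782 over the alternatives, from limma with Benjamini-Hochberg adjustment. Genes that 1 BMDM library decides include Hmox1 (0.01 without auranofin replicate 1, 5.68 without auranofin replicate 2), Gclm (0.12 and 4.20), Txnrd1 (-0.08 and 2.67) and Slc7a11 (-0.23 and 3.72).

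The replicate numbers are shared between groups, but nothing shows that they pair the cultures. The correlation of the deviations of same-numbered libraries was 0.109 in HSCs and -0.055 in BMDM, over 2 pairs each. With the replicate block, 42 BMDM genes passed the thresholds, and 75 did in HSCs.

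The single genes followed gave 50 results, with a gene followed in both cell types counted once in each. For these, 439 values under alternatives with all 4 libraries included 425 on the same side of the threshold. The other 14 lost it, and 0 reversed. With a library left out, 6 of the 50 changed sign: Gpx1 (to -0.29), Sumo3 (to -0.02) and Cd68 (to 0.006) in HSCs, and Txnrd1, Slc7a11 and Il1b (to 0.08) in BMDM. The losses were in Snord95 in HSCs and in Lcn5, G3bp2, Gvin1, Wdr37, Gm614, Snora31 and 2300009A05Rik in BMDM. The depth limits low genes most: microRNA and small nucleolar RNA genes near 1 FPKM rest on few fragments, and their fold changes depend on the pseudocount.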

Differences from the paper's values

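No test in this part was chosen after the results were seen. For Sumo3 in BMDM, the paper's log2 fold change is about 1.2 in Fig. 5a, read by eye, and the value here was 1.41. Of the alternatives set before the data were examined, centring each library on its median gave 1.32, within the replicate spread of the paper's value. The same step moved Setdb2 from -0.79 to -0.88, outside the spread around the paper's about -0.77, so it does not bring all labelled genes closer. Without auranofin replicate 1, which leaves 1 auranofin library, Sumo3 was at 1.32 too. No other alternative closed the difference for Sumo3, among them 1.53 with a pseudocount of 0.1 and 1.33 with quantile normalization.

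The paper labels a microRNA, read as Mir7682 with the help of the values, among the top genes of Fig. 5a. Here its mean was under the minimum of 1 FPKM and it was not tested. It passed the thresholds, at -0.60, with no filter on low values and with genes above 0 in every library.

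In the text, the paper describes ECM-receptor interaction as a key altered feature of HSCs, while Fig. 4d shows the pathway without the colour of a p under its threshold and puts glutathione metabolism at the top. Here Fisher's exact p was 0.0361 for ECM-receptor interaction and 1.10e-08 for glutathione metabolism. The ECM-receptor interaction p was above 0.05, as in the figure, with the Reactome list, at 2-fold, with a pseudocount of 0.1, with no filter and with genes above 0 in every library.

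The paper states that auranofin lowered the mRNA of GSH metabolism. In HSCs, the 7 genes of that list past the thresholds were all higher, and the list's median was 0.05. In BMDM, the 1 gene past them, Gpx1, was lower, and the list's median was 0.18, beside 0.09 over all genes tested. The list's median in BMDM was 0.05 with quantile normalization and 0.08 with centring on the median. No alternative with all 4 libraries gave a median below 0 in either cell type. Without auranofin replicate 1, the BMDM median was -0.01.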

Other observations

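Of the tests in this part, those of other splits of the libraries and of unstable quantification among the HSC genes were chosen before the result was seen, and those of Gpx1 in BMDM, of unstable quantification in the NRF2 list, of the share of macrophages and of the share of stellate cells were chosen only after the result was seen.

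With 4 libraries there are 3 splits into groups of 2, so a share under 0.05 is out of reach and chance cannot be told apart from an effect by splits alone. For HSCs, 1 of the 3 splits, the real one, gave at least 70 genes past the thresholds. The others gave 18 and 24. By limma with Benjamini-Hochberg adjustment, the real one put 283 genes under an adjusted p of 0.05, and the others 0 and 0. For BMDM, 3 of the 3 splits gave at least the 14 genes of the real one, and 1 of the others gave 2 genes with an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment, where the real one gave 1.

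Gpx1, the BMDM gene the paper takes up, changed by more than 1.5-fold within a condition in HSCs. Gene values that jump between libraries of 1 condition are a candidate explanation for its fall in BMDM. Of the 12 BMDM genes past the thresholds and tested in HSCs, 5 were at least 1.5-fold apart between HSC libraries of the same condition (Eno1b, G3bp2, Gpx1, Mir8114 and Sumo3), as were 119 of 8963 genes, or 1.33% (one-sided Fisher's exact p = 2.79e-07). Without Gpx1, on which the question arose, 4 of 11 were (Fisher's exact p = 8.78e-06). Among HSC genes with a mean of at least 10 FPKM, 87.1% of the 62 genes that jump so have several transcripts, against 35.8% of the others (Fisher's exact p = 1.18e-16). Such jumps may therefore come from the division of fragments among transcripts or copies, which FPKM per gene cannot settle. Gm12070, which does not jump within a condition, was listed at 0 in both BMDM vehicle libraries and had 111, 116, 120.0 and 120.1 FPKM in the 4 HSC libraries. Gpx1, Sumo3 and Gm12070 changed in both BMDM auranofin libraries, including the one that otherwise lay close to the vehicle libraries. The thresholds favour genes with like values in both, so this does not decide between jumps and a response. A response of Gpx1 to auranofin stays open. For the HSC genes past the thresholds, such jumps are argued against in the NRF2 list, where 21 of 34 genes passed and all 21 were higher (one-sided Fisher's exact p = 2.97e-40), since jumps would not pick 1 list in 1 direction. For the other HSC genes, jumps and an effect of auranofin cannot be told apart. Only 49 of the 70 were tested in BMDM, and 2 of these (Cept1 and Clk2-scamp3) were at least 1.5-fold apart between the BMDM vehicle libraries, as were 0.814% of all genes (one-sided Fisher's exact p = 0.0602). Outside the NRF2 list it was 2 of 31 (one-sided Fisher's exact p = 0.0263), too few to decide. Emp1, with 37.5 and 18.4 FPKM, and Tnfaip8, with 16.3 and 8.66 FPKM, passed the thresholds although they differed between the HSC auranofin libraries (both chosen after their values were seen).

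The HSC cultures contained abundant macrophage transcripts. In the vehicle libraries, chosen after their values were seen, Lyz2 had 5519 and 5554 FPKM, Cd5l 1474 and 1499 FPKM, Cd68 645 and 669.6 FPKM and Clec4f 58.6 and 59.2 FPKM. Of the marker lists, 15 of 15 macrophage genes, 13 of 14 endothelial genes, 18 of 20 stellate genes and 1 of 15 hepatocyte genes passed the minimum of 1 FPKM. Between auranofin and vehicle their medians changed by -0.03, -0.04, -0.08 and -0.06. A change measured in these libraries is therefore one of the mixed culture, and the cell type it arises in was not tested.

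The lower ECM-receptor interaction genes of HSCs could come from a smaller share of stellate cells. The 17 stellate markers tested outside that list had a median of -0.0931, below 99.9% of the random lists, with 13 lower and 4 higher (p of 0.0328 from fry). A smaller share of stellate cells would raise the markers of other cells, and neither macrophage nor endothelial markers were higher as a list. This does not decide the question, since with so small a fall the rise could be too small to see. For the macrophage markers, 95% of the random lists lay between -0.06 and 0.06. A lower activation of the same cells would lower both lists too and was not tested. Dag1 itself fell by far more than the markers, but a jump in its value between libraries is not excluded.

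Inflammasome priming genes were lower in HSCs, with a median of -0.21 and 13 of 16 lower (p of 4.45e-05 from camera, p of 0.0786 from fry), and with 1 gene past the thresholds. A smaller share of macrophages is argued against as the whole cause. It would lower the macrophage markers as much, but the list lay below them in both auranofin libraries (differences of -0.201 and -0.152), beyond a spread of 0.102. Of the 15 markers, 12 were lower, the lowest being C1qb at -0.15, while Cd5l was higher by 0.12 and Clec4f by 0.27 (all 3 named after their values were seen). A part from a smaller share, or a shift between kinds of macrophages, stays open. In BMDM the median was -0.29 (p of 0.528 from fry), from -0.65 in auranofin replicate 1 and 0.08 in auranofin replicate 2, so that 1 library decides it.

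The paper measures profibrotic genes by qPCR after 7 days. In the libraries of HSCs at 12 h, Acta2 had a log2 fold change of -0.38 (adjusted p = 0.00719 from limma with Benjamini-Hochberg adjustment), Col1a1 of -0.13 (adjusted p = 0.253 from the same limma test with Benjamini-Hochberg adjustment) and Tgfb1 of -0.03. The mRNA of Slc7a11, the light chain of system Xc, rose in HSCs by a log2 fold change of 0.74, and that of Txnrd1 by 0.65. In BMDM, Txnrd1 had 89.2 and 91.9 FPKM with vehicle and 582 and 85.3 FPKM with auranofin, and Slc7a11 had 3.48 and 3.60 FPKM with vehicle and 59.0 and 2.87 FPKM with auranofin. Il1b had 1593 and 1708 FPKM with vehicle and 796 and 1739 FPKM with auranofin.

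The other lists gave the following medians. The whole NRF2 list was at 0.65 in HSCs and 0.77 in BMDM, and the pentose phosphate list at 0.10 in HSCs, with 3 of 14 genes past the thresholds (Fisher's exact p = 6.37e-05), and 0.23 in BMDM. Heat shock genes were at 0.08 in HSCs (p of 0.0822 from fry) and metallothioneins, 3 genes, at 0.30 in HSCs and 0.31 in BMDM. ECM-receptor interaction genes in BMDM were at -0.07, with 25 tested and 0 past the thresholds or at an unadjusted p under 0.05 (p of 0.00705 from camera, which does not hold under fry, at 0.333). The marker lists in BMDM were at 0.07 for macrophages, -0.48 for 4 endothelial genes, -0.16 for 2 hepatocyte genes and -0.12 for 4 stellate genes. In BMDM 1 library decides most of these medians. In auranofin replicates 1 and 2 they were 1.46 and 0.02 for the NRF2 list, 0.44 and 0.003 for pentose phosphate, 0.74 and -0.05 for metallothioneins, -0.21 and -0.04 for ECM-receptor interaction, 0.12 and 0.03 for macrophages, -0.86 and -0.15 for endothelial, 0.39 and -0.71 for hepatocyte and -0.33 and 0.06 for stellate genes.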
